# Cell-Specific Transcriptional Responses to Heat Shock in the Mouse Utricle Epithelium

**DOI:** 10.3389/fncel.2020.00123

**Published:** 2020-05-15

**Authors:** Erica Sadler, Matthew M. Ryals, Lindsey A. May, Daniel Martin, Nora Welsh, Erich T. Boger, Robert J. Morell, Ronna Hertzano, Lisa L. Cunningham

**Keywords:** heat shock, Ribotag, RNA-seq, supporting cell, hair cell, utricle

## Abstract

Sensory epithelia of the inner ear contain mechanosensory hair cells (HCs) and glia-like supporting cells (SCs), both of which are required for hearing and balance functions. Each of these cell types has unique responses to ototoxic and cytoprotective stimuli. Non-lethal heat stress in the mammalian utricle induces heat shock proteins (HSPs) and protects against ototoxic drug-induced hair cell death. Induction of HSPs in the utricle demonstrates cell-type specificity at the protein level, with HSP70 induction occurring primarily in SCs, while HSP32 (also known as heme oxygenase 1, HMOX1) is induced primarily in resident macrophages. Neither of these HSPs are robustly induced in HCs, suggesting that HCs may have little capacity for induction of stress-induced protective responses. To determine the transcriptional responses to heat shock of these different cell types, we performed cell-type-specific transcriptional profiling using the RiboTag method, which allows for immunoprecipitation (IP) of actively translating mRNAs from specific cell types. RNA-Seq differential gene expression analyses demonstrated that the RiboTag method identified known cell type-specific markers as well as new markers for HCs and SCs. Gene expression differences suggest that HCs and SCs exhibit differential transcriptional heat shock responses. The chaperonin family member *Cct8* was significantly enriched only in heat-shocked HCs, while *Hspa1l* (HSP70 family), and *Hspb1* and *Cryab* (HSP27 and HSP20 families, respectively) were enriched only in SCs. Together our data indicate that HCs exhibit a limited but unique heat shock response, and SCs exhibit a broader and more robust transcriptional response to protective heat stress.

## Introduction

The inner ear contains six highly specialized sensory epithelia that are responsible for auditory and vestibular functions. Each epithelium contains mechanosensory hair cells (HCs) that transduce sound energy or head movement into neural input to the brain. Surrounding the HCs in each sensory epithelium are glia-like cells collectively referred to as supporting cells (SCs). SCs serve a variety of functions, including functional and structural support, clearance of extracellular debris and dying HCs, and formation of scars that seal the reticular lamina after hair cell death (Forge, 1985; Abrashkin et al., 2006; Bird et al., 2010; Anttonen et al., 2014; Monzack et al., 2015). SCs also perform other glial functions including providing trophic support to neurons (Montcouquiol et al., 1998; Sugawara et al., 2007) and clearing neurotransmitter from the synaptic cleft between HCs and primary afferent neurons (Glowatzki et al., 2006). Together these functions of SCs promote hair cell mechanoelectrical transduction and synaptic function. In both the auditory and vestibular systems, the stromal tissue beneath the sensory epithelium contains resident tissue macrophages as well as bone marrow-derived macrophages identified by macrophage markers (CX3CR1, IBA1; Okano et al., 2008; Sato et al., 2010). These cells migrate to the sensory epithelium to assist SCs in phagocytizing dead and dying HCs and cellular debris following hair cell death (Kaur et al., 2015; Hirose et al., 2017).

HCs, SCs, and resident macrophages show differential responses to stresses (Francis and Cunningham, 2017). For example, HCs are more susceptible than SCs to damaging stimuli, including ototoxic drugs and noise damage. Similarly, these cell types demonstrate differential responses to protective stimulation, including non-lethal heat shock. We showed previously that heat shock induces heat shock proteins (HSPs) in the mouse utricle *ex vivo*, and this HSP induction protects against ototoxic drug-induced hair cell death (Cunningham and Brandon, 2006; Taleb et al., 2008). HSP70 expression is both necessary and sufficient for this protective effect (Taleb et al., 2009; Baker et al., 2015). In response to heat shock, we observe robust induction of HSP70 immunoreactivity in SCs with little induction in HCs (May et al., 2013; Breglio et al., 2020). Similarly, pharmacological induction of heme oxygenase-1 (HMOX1, also called Heat Shock Protein 32, HSP32) protects against both aminoglycoside- and cisplatin-induced hair cell death (Francis et al., 2011; Baker et al., 2015), but HMOX1 immunoreactivity is observed in resident macrophages in the underlying stroma of the utricle, not in HCs or SCs (Baker et al., 2015). Thus, HSP-mediated protection is non-cell-autonomous in the inner ear (May et al., 2013; Francis and Cunningham, 2017). To better understand the full range of cell-type-specific responses to protective heat stress and to determine whether these differential responses are transcriptionally regulated, we performed cell-type-specific transcriptional profiling of these cell types in response to heat shock.

Several methods of generating cell-type-specific transcriptional profiles have been used in the inner ear, including FACS-sorting of dissociated cells (Hertzano et al., 2011; Tao and Segil, 2015; Waldhaus et al., 2015; Hickox et al., 2017; Lush et al., 2019), manual collection of individual cells by pipette (Liu et al., 2014; Ranum et al., 2019), and single-cell capture (Burns et al., 2015; Durruthy-Durruthy and Heller, 2015; Durruthy-Durruthy et al., 2018; Yamashita et al., 2018; Korrapati et al., 2019; Yu et al., 2019) followed by RNA-Seq or mass spectrometry and translatome analysis utilizing the RiboTag system (Sanz et al., 2009; Chessum et al., 2018; Matern et al., 2018). The first two approaches require dissociation of the sensory epithelium, which can alter gene expression and induce stress response genes, including HSPs (van den Brink et al., 2017). Conversely, the RiboTag approach utilizes a transgenic mouse bearing a floxed wild-type exon 4 followed by an alternate exon 4 with a hemagglutinin (HA) tag in the *Rpl22* ribosomal protein locus. When crossed to a transgenic mouse expressing a Cre-driver in the cell types of interest, the wild-type exon is excised, and the HA-tagged exon is brought in frame in the resulting transcript. This method allows isolation of cell-specific transcripts *via* immunoprecipitation (IP) of the HA-tagged ribosomal subunit RPL22 directly from lysed tissue, without requiring dissociation and cell isolation, thereby avoiding the cellular stress caused by dissociation. Characterization of the RNA isolated from the IP thus reveals a subset of the transcripts actively being translated from the cell types of interest at the time of capture, i.e., a sample of that cell’s “translatome.” This technique was previously used to study the transcriptomes of other difficult-to-isolate cell types such as Sertoli cells in the mouse testis and HCs in zebrafish, and was shown to avoid the induction of immediate early genes (De Gendt et al., 2014; Matern et al., 2018).

Two Cre lines were selected for this study: Gfi1-Cre and GLAST-CreER. Growth Factor Independent 1 Transcriptional Repressor (GFI1) is involved in HC development and survival (Hertzano et al., 2004), and Gfi1-Cre (Yang et al., 2010) is expressed in HCs and macrophages in the inner ear (Matern et al., 2017). Gfi1-Cre has been used to drive fluorescent protein expression in HCs, to isolate neonatal utricle HCs for single-cell RNA-Seq analysis (Burns et al., 2015), and to drive expression of genetic markers of HC development (Liu et al., 2012). Special consideration of the Cre line used to isolate utricle SCs was necessary, because SCs share a common progenitor with HCs (Lanford et al., 1999), and SCs retain a limited ability to transdifferentiate into HCs (White et al., 2006; Lin et al., 2011; Sinkkonen et al., 2011; Bramhall et al., 2014; Franco and Malgrange, 2017; McGovern et al., 2019), especially in the utricle (Wang et al., 2015; Bucks et al., 2017). Therefore, we used an inducible Cre model for SCs to allow for Cre induction in mature SCs. Sodium-Dependent Glutamate/Aspartate Transporter 1 (GLAST, aka SLC1A3) is a glutamate transporter expressed in juvenile and adult SCs (Jin et al., 2003; Glowatzki et al., 2006; Dalet et al., 2012). The GLAST-CreER mouse bears a tamoxifen-inducible Cre transgene (Wang et al., 2012), and this model has been used to induce recombination in SCs of the cochlea (Mellado Lagarde et al., 2014). We crossed the RiboTag mouse with Gfi1-Cre mice in order to obtain HC-specific transcripts, and with GLAST-CreER mice to obtain SC-specific transcripts. RiboTag immunoprecipitated transcripts were isolated from control and heat shocked utricles, and the transcriptional responses of each cell type to heat shock were characterized by RNA-Seq.

## Materials and Methods

### Mouse Breeding, Organotypic Utricle Culture, Heat Shock Stimulation

Gfi1-Cre [Gfi1tm1(cre)Gan] mice were generated by Dr. Lin Gan at U. Rochester, and they were generously provided for this study by Dr. Matthew W. Kelley, Laboratory of Cochlear Development, National Institute on Deafness and Other Communication Disorders. GLAST-CreER mice [Tg(Slc1a3-cre/ERT)1Nat; Stock #012586], RiboTag mice (B6N.129-Rpl22tm1.1Psam/J; Stock # 011029), and CBA/J mice (Stock # 000656) were obtained from the Jackson Laboratory. Male Gfi1-Cre, GLAST-CreER, and RiboTag mice were each bred with female wild-type CBA/J mice for a single generation. Genotyping was performed using genotyping primers previously described (Yang et al., 2010) or the primers suggested by the Jackson Laboratory. Mice that were positive for at least one copy of either Gfi1-Cre or GLAST-CreER were then crossed to mice with at least one copy of the RiboTag Rpl22-HA. Mice from the second cross were genotyped again, and experiments for hair cell-specific transcripts were performed with utricles from mice bearing both Gfi1-Cre and Rpl22-HA. Experiments for supporting cell-specific transcripts were performed using utricles from mice bearing both GLAST-CreER and Rpl22-HA. All mice used in this study were adults, with ages ranging from P30-P60. A mixture of male and female mice was used in all experiments. Ribotag IP experiments used 8–10 whole utricles (or 10–12 peeled epithelia) in each biological replicate with exactly half from males and half from females.

Mice were euthanized by CO_2_ asphyxiation followed by decapitation. Utricles were immediately dissected in M199 media (Life Technologies, 12350039), and the epithelial roof was gently dissected away, leaving the otoconia intact. The utricles were incubated overnight at 37°C (95% air/5% CO_2_) in DMEM/F-12 media (Life Technologies, Carlsbad, CA, USA, 11320033) with 5% FBS (Thermo Fisher Scientific, Waltham, MA, USA), and 50 U/ml penicillin (Sigma–Aldrich, St. Louis, MO, USA). Cultured utricles were then either exposed to heat shock in microcentrifuge tubes placed in a 43°C water bath for 30 min and allowed to recover for 2 h, or they remained at 37°C under control culture conditions. Some utricles were further dissected to remove the macrophage-containing stromal tissue underlying the sensory epithelium. For this procedure, cultured utricles were incubated with thermolysin (1–2 mg/ml; Sigma), elastase (4 U/ml; Sigma), and DNase I (10 Kunitz/ml; Ambion, Austin, TX, USA) in serum-free DMEM/F12 media for 10–15 min at 37°C. Following treatment, utricles were transferred into a petri dish containing serum-free DMEM-F12, and epithelia were carefully isolated (“peeled”) from the underlying stroma using an eyelash tool. Stroma-free isolated sensory epithelia were then flash-frozen. All animal procedures were approved by the NIH/NINDS Animal Care and Use Committee.

### *GLAST-CreER* Tamoxifen Induction and *Cre* Line Reporter Characterization

To confirm the cell type-specificity of the Cre lines, each line of Cre mice was initially crossed to a reporter line, B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J (hereafter referred to as Rosa26-tdTomato, obtained from the Jackson Laboratory, stock #007914). Following genotyping of pups, mice positive for both GLAST-CreER and Rosa26-tdTomato were administered either tamoxifen (30 mg/ml in corn oil; Sigma, T5648) at 0.225 mg/g body weight or an equivalent volume of corn oil vehicle by IP injection at P21–22 as previously described (Mellado Lagarde et al., 2014). Utricles were analyzed 3 weeks post-injection. Utricles from mice bearing both Rosa26-tdTomato and either Gfi1-Cre or GLAST-CreER were used to quantify Cre expression. Following overnight fixation (4% PFA in 1× PBS (Thermo Fisher Scientific) and three 15-min washes in 1× PBS), tdTomato fluorescence in utricle whole mounts was used to quantify the percentage of tdTomato-positive cells in each Cre reporter cross following staining for Myosin-VIIa and Hoechst 33342 (see “Immunohistochemistry” section for immunohistochemistry methods). Z-stack images (1 μm step size, unidirectional scanning, two frame averaging) were obtained for each utricle by imaging through the sensory epithelium using a Zeiss LSM 780 confocal microscope (Carl Zeiss Microscopy, Oberkochen Germany). Image analysis was performed using Zen 2.3 software (Carl Zeiss Microscopy). tdTomato-positive HCs were counted in five 2,500 μm^2^ regions, and the percentage of those cells displaying Myosin-VIIa immunoreactivity at the level of the hair cell body and nucleus were averaged across regions and reported as hair cell density. tdTomato-positive SCs were counted at the level of the supporting cell nuclei in five regions, and the percentage of those cells out of the total number of nuclei in the region were averaged across regions and reported as supporting cell density. While no marker was used to differentiate striolar vs. extrastriolar regions of the utricle, all supporting cell images were taken from the periphery of the utricle, which is presumed to be extrastriolar. The number of tdTomato-positive HCs and tdTomato-positive SCs in Gfi1-Cre mice were compared using an unpaired *t*-test. The number of tdTomato-positive HCs and SCs in GLAST-CreER mice with and without tamoxifen injection were compared using an unpaired *t*-test with Welch’s correction due to a significant difference in variances.

### Immunohistochemistry

For validation studies, IHC was performed using utricles from adult (P30–60) wild-type CBA/J mice (both males and females). Utricles were stained and mounted either as whole mounts or as 10 μm frozen sections. For whole mount utricle experiments, Alexa Fluor-647 Phalloidin (1:75; Thermo Fisher Scientific, A22287) was used to label the cuticular plate and stereocilia. All whole mount utricles undergoing IHC were fixed overnight at 4°C or for 1 h at room temperature with 4% PFA in 1× PBS (Thermo Fisher Scientific), washed three times (3×), 15 min each, with 1× PBS at room temperature followed by incubation in blocking solution (1× PBS, 2% bovine serum albumin, 0.8% normal goat serum or normal donkey serum, and 0.4% Triton X-100) for 3 h at room temperature. All sectioned utricles were fixed with 4% PFA in 1× PBS (Thermo Fisher Scientific) for 1 h prior to freezing and sectioning. Prior to staining, sectioned samples were fixed for an additional 5 min in the same fixing solution, washed 3×, 10 min each, with 1× PBS at room temperature followed by incubation in the same blocking solution for 3 h at room temperature. All utricles were then incubated in primary antibody overnight at 4°C, washed 3× with blocking solution, and incubated in secondary antibody for 4 h at RT. Whole mounted utricles were then counterstained for 10 min with Hoechst 33342 (1:5,000–20,000; Thermo Fisher Scientific, H3570), washed 3× for 15 min 1× PBS, and mounted on glass slides using Fluoromount G (Southern Biotech, Birmingham Alabama). Sectioned utricles were mounted using ProLong Glass Antifade Mountant with NucBlue Stain (Thermo Fisher Scientific, P36981). Imaging was performed using a Zeiss LSM 780 confocal microscope (Carl Zeiss Microscopy). The following primary antibodies were used for IHC and visualized using AlexaFluor-conjugated secondary antibodies (1:500; Thermo Fisher Scientific): mouse anti-Myo7a (1:100, Developmental Studies Hybridoma Bank, Iowa City Iowa, 138-1), rabbit anti-Myo7a (1:250; Proteus Biosciences, Ramona, CA, USA 25-6790), rabbit anti-Rbp1 (1:100; Abcam, Cambridge, UK, ab154881), mouse anti-Tspan8 (1:100; Thermo Fisher Scientific, MA5-24296), goat anti-Rbm24 (1:100; Santa Cruz Biotech, Dallas Texas, SC-248361), rabbit anti-Calb1 (1:100; Thermo Fisher Scientific, 711443), rabbit anti-Cct8 (1:400; Abcam, ab96321), and rabbit anti-HSP27 (1:500; Millipore Sigma, Darmstadt Germany, 06-517).

### Ribotag Immunoprecipitation, cDNA Library Preparation, RNA Sequencing, Alignment of Reads, and Bioinformatic Workflow

For IP, 8–10 pooled whole utricles (or 10–12 peeled epithelia) were used in each biological replicate. Immunoprecipitation was performed on four biological replicates of GLAST-CreER utricles in both control and heat shock conditions, three biological replicates of whole tissue Gfi1-Cre utricles in both control and heat shock conditions, and two biological replicates of the stroma-free isolated epithelium of Gfi1-Cre utricles. Ribosome IP was performed as described previously (Sanz et al., 2009; Chessum et al., 2018) with a minor modification. Briefly, the utricles were flash-frozen, homogenized in a Dounce homogenizer, and then incubated for 6 h at 4°C with a mouse anti-HA monoclonal antibody (Covance, MMS-101R). Antibody-incubated lysate was then precipitated using Protein G Dynabeads (Invitrogen, Carlsbad, CA, USA) and incubated at 4°C overnight. RNA was extracted from the initial lysate (hereafter referred to as “input”), the IP samples, and the remaining lysate (hereafter referred to as “supernatant”) using the RNeasy Micro Plus kit (Qiagen, Hilden Germany) including the genomic DNA removal spin column step (Figure 1A). RNA concentration and integrity of each IP and input RNA sample were determined using a total RNA Pico chip on a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Sequencing libraries were prepared using the SMART-seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio USA, Mountain View, CA, USA). Dual indexed libraries were prepared using the Nextera XT DNA Library Preparation kit (Illumina, San Diego, CA, USA). Eighteen Gfi1-Cre samples, including input, IP, and supernatants, were multiplexed and sequenced on a HiSeq 1500 (Illumina) in 126 × 126 bp paired end mode. On a second flow cell, 24 GLAST-CreER and stroma-free isolated (“peeled”) sensory epithelium Gfi1-Cre samples (input and IP only for each condition) were multiplexed along with a repeat of the original 18 Gfi1-Cre samples and run on a HiSeq 1500 (Illumina) using 126 × 126 bp paired end mode.

**Figure 1:**
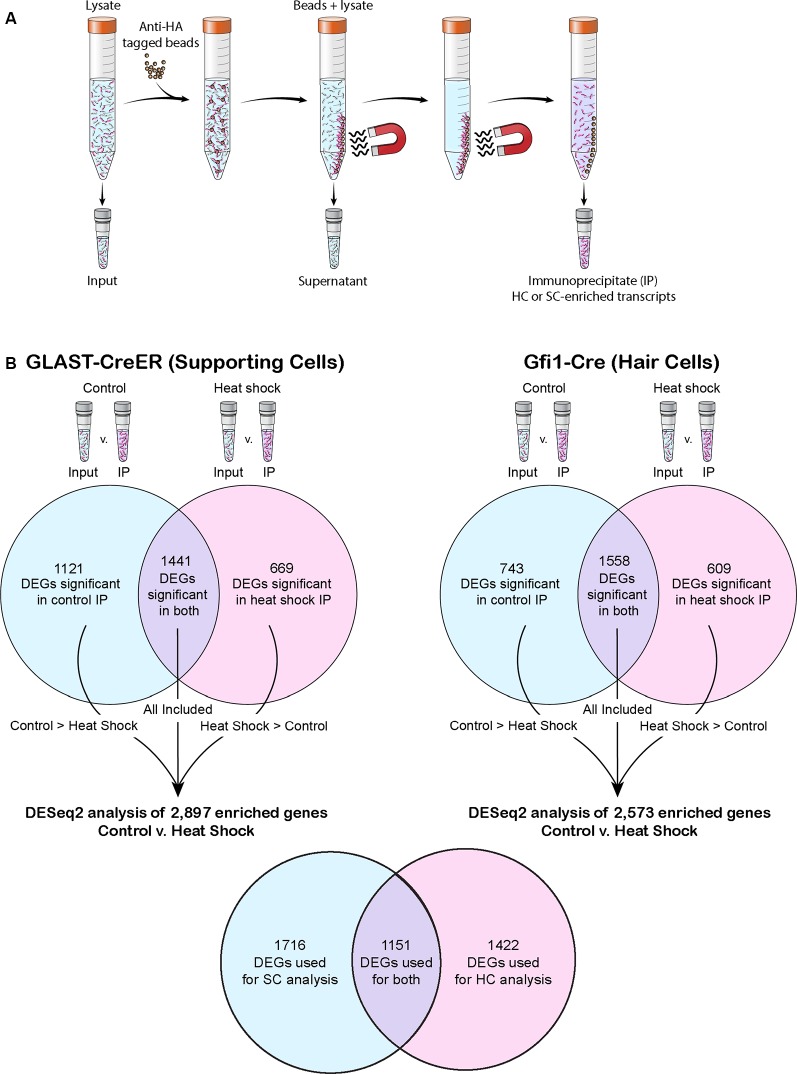
The RiboTag precipitation method and post-RiboTag gene comparison performed in this study. **(A)** The RiboTag precipitation method uses anti-hemagglutinin (HA) tagged beads to select for HA-tagged ribosomes. Because only ribosomes of the cell type selected for by the Cre driver are HA-tagged, the resulting immunoprecipitate (IP) contains cell type-specific transcripts. **(B)** Transcripts of each experiment’s IP were compared to transcripts of the corresponding input in order to computationally remove any background (non-cell specific transcripts) not successfully removed as part of the supernatant. When comparing across conditions or drivers, only genes found to be significant in the IP of both conditions or significant in the IP of the condition in which that transcript had greater mean expression were included in the analysis. Venn diagrams depict the number of differentially expressed genes (DEGs) that reached significance in one or both conditions of control and heat shock for each Cre driver. The total number of genes used in each control vs. heat shock DESeq2 analysis is listed, and the number of genes these analyses had in common is shown in the final Venn diagram.

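From the counts, 885 genes were enriched in GLAST-CreER IP over input in control only, 766 in both conditions and 635 in heat shock only. DESeq2 in place of edgeR gave 981, 972 and 816. Of the 2286 genes in any of these parts, 1807 lay in the authors' list of 2897 genes for the GLAST-CreER comparison. The authors' list for the Gfi1-Cre comparison held 2573 genes, 1152 of them in both lists, and contained 1708 of the 1733 genes enriched here in stroma-free control IP.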

### Differential Gene Expression Analysis Workflow and Gene Ontology Analysis

Demultiplexed FASTQ files were mapped to the mouse GRCm38/mm10 genome (Gencode GRCm38.vM11) using the STAR (v2.5.2) aligner (Dobin et al., 2013) with the “GeneCounts” parameter. Raw gene counts (Supplementary Table S3) were analyzed for differential gene expression using the RNA-Seq statistical method DESeq2 (Love et al., 2014). 

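The control GLAST-CreER IP group held 2 libraries here, against 3 in the paper, with 12017394 and 20655284 reads on genes. A file labelled replicate 4 of this group held 949 reads on genes and was left out, as were 5 further files with 405 to 912 reads. In the part of Supplementary Table S3 read here, 1999 of 48,731 genes, replicate 3 of this group had 42747 reads, and it was not analysed here.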

One control GLAST-CreER IP out of four replicates was excluded from further analysis because it was an outlier in almost every technical aspect, having the smallest library, lowest alignment rate, and highest 3’ bias. For each experiment, genes were first tested for significant enrichment in the IP vs. the matching input sample, where significance was defined as a Bonferroni-corrected *p*-value of 0.05 or less and enrichment of at least 2-fold (Supplementary Table S4). 

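With edgeR and Benjamini-Hochberg adjustment over 22650 genes, enrichment of at least 2-fold at an adjusted p of 0.05 or less was called without pairing the libraries by lysate. In whole-tissue Gfi1-Cre utricles, 1219 genes were enriched in control IP (3 IP and 3 input libraries) and 891 in heat-shocked IP (3 and 2). In GLAST-CreER utricles, 1651 genes were enriched in control IP (2 and 3) and 1401 in heat-shocked IP (3 and 3). Stroma-free control IP (2 and 2) was enriched for 1733 genes. Of the alternatives, the Bonferroni correction moved these counts most, to 162, 29, 23, 71 and 94. Leaving out IP replicate 4 lowered the whole-tissue Gfi1-Cre control count to 746, leaving out IP replicate 1 lowered the heat shock count to 444, and leaving out input replicate 1 lowered the GLAST-CreER control count to 929. Without input replicate 3 the GLAST-CreER heat shock count fell to 879. The heat-shocked stroma-free group had 1 IP and 1 input library, so no test and no replicate check was possible. In that pair, the 13 hair cell markers named in the paper had a median IP over input Log2FC of 2.31, above all of 10000 random lists matched for expression. The 18 macrophage markers named in the paper also had a median of 1.81, at the 99.89 percentile. The 15 macrophage markers it does not name had 1.30, at the 98.38 percentile. This IP was therefore not shown to hold HC transcripts alone.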

When analyzing the data within each cell-type enrichment experiment (i.e., from either the GLAST-Cre or Gfi1-Cre crosses), only those genes that were identified as significantly enriched in the IP over input, in the condition (either control or heat shock) that exhibits larger mean expression of that gene, were considered for downstream analyses (Figure 1B). To identify DEGs, significance was again defined as a Bonferroni-corrected *p*-value of 0.05 or less and expression change of at least 2-fold. Relevant comparisons such as control isolated-epithelium Gfi1-Cre IP vs. control whole-tissue GLAST-CreER IP were used to analyze cell-type-specific marker expression and validate cell type specificity based on Cre driver (Supplementary Table S5). All data used for DE analyses are available in GEO (GSE139593) and gEAR^1^ databases. For PCA analysis and visualization, the PCAExplorer package version 2.10.1 was used (Marini and Binder, 2019). For gene-ontology (GO) annotation analysis, the PANTHER Classification System (Mi et al., 2013, 2017) was used in conjunction with the GO Ontology database (released on 2018-12-03). GO annotations for the input genes were assigned a Bonferroni-corrected *p-value* and fold-enrichment compared to GO annotations in the *Mus musculus* PANTHER database of 22,262 mouse genes using Fisher’s Exact test. The “Complete Molecular Function” GO ontology database was used to determine which GO annotations were overrepresented in each gene set using a cut off of a Bonferroni-corrected *p*-value of 0.05 or less and a 2-fold enrichment cut off. For differential GO annotation analyses between IP groups, ToppCluster (Kaimal et al., 2010) was used in conjunction with the GO ontology database. REViGO (Supek et al., 2011) was used to remove redundant Gene Ontology terms when greater than 10 GO annotations were found significant. Adjusted *p*-values were included, and the SimRel score (Schlicker et al., 2006) was used as the semantic similarity measure.

## Results

### Crosses With Reporter Mice Reveal Epithelial Hair Cell-Specific Recombination Using Gfi1-Cre and Supporting Cell-Specific Recombination Using GLAST-CreER

The selected Cre lines were crossed with reporter mice to confirm cell-type-specific recombination in the utricle. Utricles from Gfi1-Cre;Rosa26-tdTomato mice showed robust tdTomato labeling in nearly all HCs of the epithelial layer of the sensory epithelium (Figures 2A–D), with 96.5% (SD ± 1.5%; *n* = 4) of HCs expressing tdTomato (Figure 2E). Utricles from these mice showed very little tdTomato-positive signal in the SC layer, with an average density of 1.1% (SD ± 0.7%; *n* = 4) tdTomato-positive SCs per 2,500 μm^2^ (Figure 2D). These data indicate that Gfi1-Cre resulted in robust recombination in HCs with very little recombination in SCs.

**Figure 2:**
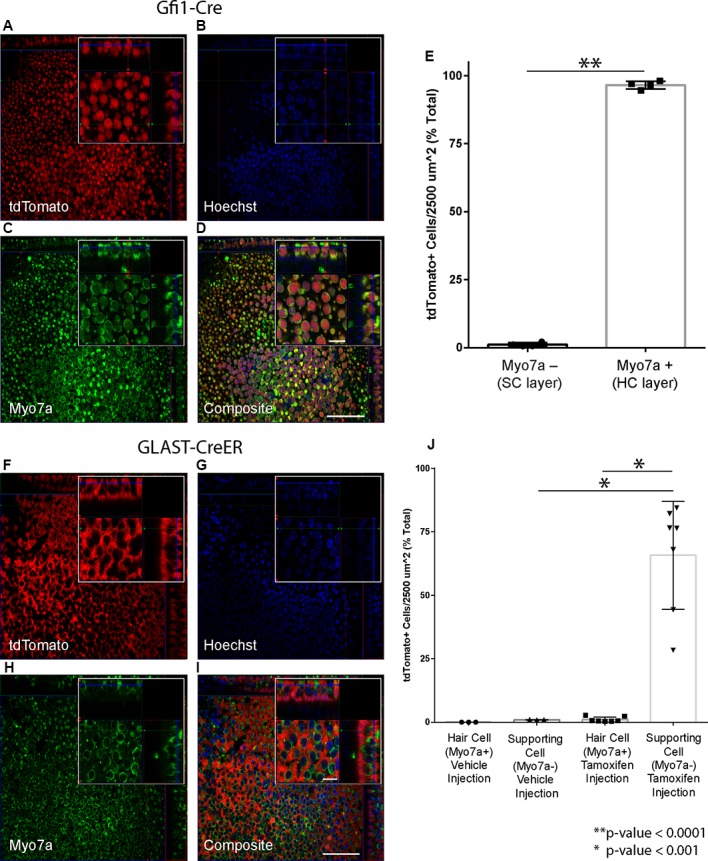
Hair cell (HC) and supporting cell (SC)-specific recombination using the Cre drivers selected for the study. **(A–E)** Gfi1-Cre results in recombination in HCs. **(A–D)** Representative maximum intensity projections from a Gfi1-Cre x Rosa26-tdTomato mouse utricle showing tdTomato expression **(A)**. Myo7a **(C)** was used as a hair cell marker to count HCs, and Hoechst staining **(B)** was used to count SC nuclei. Composite image **(D)** shows localization of the tdTomato signal primarily in HCs. **(E)** 96.5% of HCs and 1.1% of SCs are tdTomato+ in utricles from Gfi1-Cre;Rosa26-tdTomato mice. **(F–I)** GLAST-CreER results in recombination in SCs. Representative maximum intensity projections from a tamoxifen-injected GLAST-CreER;Rosa26-tdTomato mouse showing tdTomato expression **(F)**, Myo7a (hair cell marker) staining **(H)**, Hoechst **(G)**, and a composite **(I)** immunostaining. Localization in SCs is observed in the composite image. **(J)** Quantification of tdTomato expression in cells in both vehicle-injected and tamoxifen-injected mice showing that tamoxifen results in tdTomato induction in SCs with little induction in HCs. Scale bars **(I)** represent 50 μm (large panel) and 10 μm (small panel) and apply to all panels of the same respective size.

Utricles from GLAST-CreER;Rosa26-tdTomato mice that were injected with corn oil vehicle showed no tdTomato-positive HCs (*n* = 3), and an average density of 1.0% (SD ± 0.1%; *n* = 3) tdTomato-positive cells in the SC layer. Utricles from mice that received tamoxifen at P21–22 (Figures 2F–I) showed expression of tdTomato in the SC layer, with an average of 65.8% (SD ± 21.3%; *n* = 7) of SCs expressing tdTomato (Figure 2J). Induction of tdTomato in HCs of these mice was low at 1.1% (SD ± 1.0%; *n* = 7; Figure 2J). These data indicate that while the GLAST-CreER did not result in recombination in all SCs, recombination was specific to SCs with very little induction in HCs. There were no obvious regional differences in recombination throughout the utricle. This aligns well with previous studies showing that GLAST-CreER has limited efficiency in SCs but results in little to no recombination in HCs and no significant difference in recombination between the peripheral vs. central regions of the utricle (Stone et al., 2018). Additionally, immunogold labeling for GLAST is present in SCs in contact with both type I and type II vestibular HCs in adult rats, confirming GLAST is expressed in all types of SCs in the utricle at adult age (Takumi et al., 1997).

### Transcriptomes of RiboTag IPs Readily Separate According to Both Cell Type and Experimental Condition

HC- and SC-specific RNA-Seq was performed using total RNA isolated from cultured utricles; cDNA libraries were generated and sequenced as described in “Materials and Methods” section. 

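In RiboTag utricles, Cre recombination tags ribosomes with HA in Gfi1-Cre cells or GLAST-CreER cells, and RNA was read from the anti-HA IP and from the input of the same lysate. Heat shock was 43°C for 30 min followed by 2 h of recovery, and the authors' unstranded STAR gene counts on GRCm38 (Gencode vM11) were used as deposited. Of 34 libraries, 28 were used, with 9867918 to 63131729 reads on genes and a median of 16363385. The whole-tissue Gfi1-Cre libraries were deepest, with medians of 42248596 in control input, 32276617 in control IP and 28591109 in heat-shocked IP. The GLAST-CreER medians were 15613258 in control input, 14133330 in heat-shocked input and 10717979 in heat-shocked IP. Stroma-free control libraries held 12557346 to 15400632 reads, and the heat-shocked stroma-free pair held 16588295 in input and 11538693 in IP. The 12 groups held 1 to 3 libraries each after the near-empty files were left out. Counts were scaled by TMM and are given as CPM (counts relative to the scaled library size). A gene counted as called only within the genes enriched in IP over input of the group where its mean was higher, the IP-enriched set.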

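In 11 whole-tissue IP libraries (3 control Gfi1-Cre, 2 control GLAST-CreER, 3 heat-shocked of each), PC1 held 41.4% and PC2 15.2% of the variance of the log2 CPM of the 500 most variable genes. The variance stabilizing transformation of DESeq2 moved these shares most among choices kept to 500 genes, to 52.7% and 20.7%. Using all genes that passed the low-count filter, the shares were 26.1% and 14.8%. As each library was left out in turn, PC1 held 37.3% to 48.3% and PC2 14.0% to 19.8%.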

Using the top 500 most variable genes, principal component analysis (PCA) of the control whole tissue Gfi1-Cre IP (*n* = 3 biological replicates consisting of 8–12 utricles per replicate), control whole tissue GLAST-CreER IP (*n* = 3), heat shock whole tissue Gfi1-Cre IP (*n* = 3), and heat shock whole tissue GLAST-CreER IP (*n* = 4) separated groups based on the Cre driver along principal component 1 (PC1; 54% of the total variance) and treatment type (heat shock or control) along principal component 2 (PC2; 19.87% of the total variance; Figure 3A). The top 10 genes driving PC1 toward Gfi1-Cre IP samples (the negative direction) included immune-related genes *Cd74*, *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *Fcgr1*, *Lyz2*, and *Olfm4* as well as *Cartpt* which is expressed in HCs (Scheffer et al., 2015), suggesting a strong presence of macrophages in addition to HCs in the whole-tissue Gfi1-Cre IP samples. *tg_CRE* was also a top 10 driver toward Gfi1-Cre IP samples along PC1. However, it should be noted that both the Gfi1-Cre transgene and the GLAST-CreER transgene mapped to the same Cre cassette in the reference genome used in this study. 

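Of 9 drivers named in the paper toward Gfi1-Cre IP, 0 were among the 10 strongest of PC1 on log2 CPM, and 2 were among the 500 genes used. After the variance stabilizing transformation, 6 of the 9 were among the 10 strongest and 8 among the 500. *Cd74*, *H2-Aa*, *H2-Eb1* and *Fcgr1* then held ranks 1, 2, 3 and 4, *H2-Ab1* rank 7 and *Lyz2* rank 9.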

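On log2 CPM, *Hspa1l* was ranked 3 and *Hsp25-ps1* 8 among the genes driving PC2 toward heat-shocked whole-tissue IP, with *Hspb1* at rank 13. *Hspe1*, *Hspd1* and *Dnaja1* were not among the 500 most variable genes on that scale. After the variance stabilizing transformation *Hsp25-ps1* was ranked 4, *Hspb1* 5 and *Hspe1* 10, while *Dnaja1* was at rank 46, *Hspd1* at 52 and *Hspa1l* at 79.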

The top 10 genes driving PC2 toward heat-shocked IP samples (the negative direction) included genes associated with known HSPs *Hspb1*, *Hspe1*, *Hspa1l*, *Hspd1*, and *Dnaja1* (Figure 3B). The 95% confidence ellipses plotted within the PC1 and PC2 coordinate space show a clear separation of each experimental IP group. 

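The Cre lines were parted along PC1 by a gap of 1.01 between their nearest libraries. Exact permutation of the labels, on the difference of group means, gave p = 0.00216, the smallest p of 462 splits. Heat-shocked and control libraries were parted along PC2 by a gap of 2.20, and their difference of means was also the largest of the 462 splits. As each library was left out in turn, the Cre lines overlapped along PC1 in 5 of 11 fits and the treatments overlapped along PC2 in 5 of 11. The largest loss was without control GLAST-CreER IP replicate 2 (exact permutation p = 0.714 for PC2). With all genes, PC1 parted the Cre lines and PC2 did not part the treatments (exact permutation p = 0.281). After the variance stabilizing transformation the groups overlapped along both components (exact permutation p = 0.0173 and 0.0281). From its PCA and confidence ellipses, the paper reasons that each IP group differs in treatment and cell type.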

Examination of additional PCs revealed that 73.87% of the cumulative variance was captured within the first two PCs. Based on this separation, we analyzed DEGs with confidence that each group represented a unique combination of variance in treatment and cell type.

**Figure 3:**
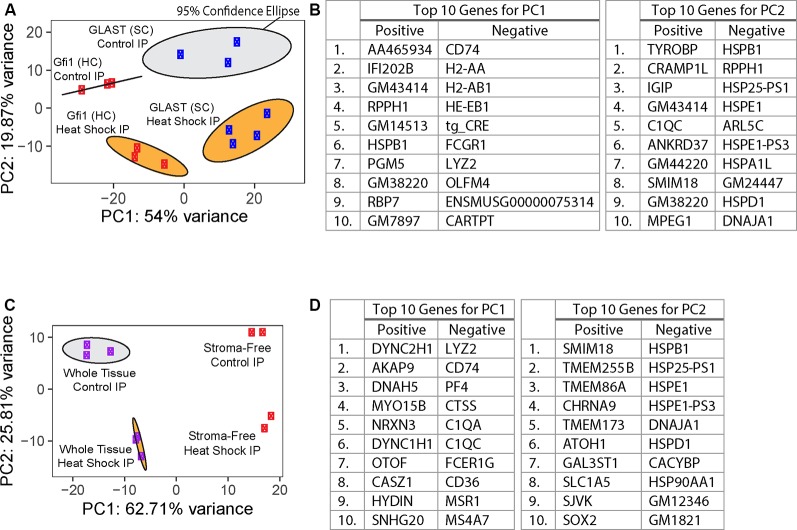
Principal component analysis (PCA) of RiboTag IP samples. **(A)** PCA of whole-tissue IP samples from RiboTag Gfi1-Cre (red) and GLAST-CreER (blue) IPs. PC1 represents 54% of the total variance in the experimental data, and PC2 represents 19.87% of the total variance. Ellipses represent 95% confidence ellipses around each group of samples, and the color of each ellipse corresponds to the treatment type (heat shock in orange or control in gray). **(B)** Tables show the 10 genes with the highest loadings in either direction for the two PCs plotted in **(A)**. **(C)** PCA of IP samples from RiboTag Gfi1-Cre whole-tissue (purple) and stroma-free (red) IPs. PC1 represents 62.71% of the total variance in the experimental data, and PC2 represents 25.81% of the total variance. Ellipses represent 95% confidence ellipses around each group of at least three samples, and the color of each ellipse corresponds to the treatment type (heat shock in orange or control in gray). **(D)** Tables show the 10 genes with the highest loadings in either direction for the two PCs plotted in **(C)**.

### Removing the Underlying Stroma From the Sensory Epithelium Reveals a Macrophage DEG Signature in the Gfi1-Cre RiboTag IP

In addition to HCs, Gfi1-Cre induces Cre recombination in resident macrophages of the inner ear, including those in the stromal tissue beneath the utricle sensory epithelium (Matern et al., 2017). To determine if transcripts from macrophages were present in the IPs from Gfi1-Cre RiboTag mice, we compared transcripts isolated from Gfi1-Cre IPs (*n* = 3 biological replicates consisting of 8–12 utricles per replicate) to those isolated from utricles in which we removed the stromal tissue (containing the resident macrophages) and examined transcripts from the remaining stroma-free isolated sensory epithelium (*n* = 2; Figure 4A). PCA analysis using the top 500 most variable genes revealed that principal component 1 (PC1; 62.71% of the total variance) separates samples based on whether the samples were whole utricle (including stroma) or isolated sensory epithelium (Figure 3C). 

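In 9 Gfi1-Cre IP libraries (3 control and 3 heat-shocked of whole tissue, 2 and 1 stroma-free), PC1 held 80.2% of the variance. The whole-tissue and stroma-free libraries were 103.8 apart along PC1 at their nearest, the largest gap of 84 splits (exact permutation p = 0.0119). Using all genes passing the low-count filter lowered the share to 39.6%, while the variance stabilizing transformation gave 78.6%. The share lay between 75.6% and 85.0% as each library was left out.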

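Whole-tissue control IP was compared with stroma-free control IP for the macrophage genes. *Lyz2* (ENSMUSG00000069516, chr10 from 117277331 to 117282321) had a Log2FC of 6.39 (standard error 0.92, adjusted p = 0.00241, edgeR). *Cd74* (ENSMUSG00000024610, chr18 from 60803848 to 60812652) had 276 ± 56.5 CPM in whole tissue (SD, n = 3) and 3.92 ± 0.691 in stroma-free IP (SD, n = 2), a Log2FC of 6.13 (standard error 0.30, adjusted p = 7.03e-05, edgeR). *Pf4* (ENSMUSG00000029373, chr5 from 90772435 to 90773383) had 274 ± 60.2 CPM in whole tissue (SD, n = 3) and 2.28 ± 1.28 in stroma-free IP (SD, n = 2), a Log2FC of 6.92 (standard error 0.42, adjusted p = 7.34e-05, edgeR). *Ctss* (ENSMUSG00000038642, chr3 from 95526786 to 95556403) had 247 ± 27.2 CPM in whole tissue (SD, n = 3) and 2.28 ± 1.38 in stroma-free IP (SD, n = 2), a Log2FC of 6.74 (standard error 0.39, adjusted p = 7.03e-05, edgeR). *C1qa* (ENSMUSG00000036887, chr4 from 136895917 to 136898803) had a Log2FC of 6.40 (standard error 0.96, adjusted p = 0.00273, edgeR). *C1qc* (ENSMUSG00000036896, chr4 from 136889804 to 136893065) had a Log2FC of 7.55 (standard error 0.68, adjusted p = 0.000304, edgeR). *Fcer1g* (ENSMUSG00000058715, chr1 from 171229572 to 171234365) had a Log2FC of 5.43 (standard error 0.89, adjusted p = 0.00382, edgeR).
*Cd36* (ENSMUSG00000002944, chr5 from 17781690 to 17888801) had a Log2FC of 8.89 (standard error 0.77, adjusted p = 0.000291, edgeR). *Msr1* (ENSMUSG00000025044, chr8 from 39581685 to 39642673) had a Log2FC of 7.15 (standard error 0.77, adjusted p = 0.000712, edgeR). *Ms4a7* (ENSMUSG00000024672, chr19 from 11321039 to 11336146) had a Log2FC of 7.74 (standard error 0.68, adjusted p = 0.000291, edgeR). All 10 of these genes were among the 500 that defined PC1, with *Lyz2* at rank 27, and 1 was among the 10 strongest.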

The top 10 genes driving PC1 toward whole-tissue IP samples (the negative direction) were all genes known to be expressed in macrophages: *Lyz2*, *Cd74*, *Pf4*, *Ctss*, *C1qa*, *C1qc*, *Fcer1g*, *Cd36*, *Msr1*, and *Ms4a7*. 

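*Dync2h1* (ENSMUSG00000047193, chr9 from 6928503 to 7184446) had 36.1 ± 17.0 CPM in whole-tissue control IP (SD, n = 3) and 176 ± 73.0 in stroma-free control IP (SD, n = 2), a Log2FC of -2.29 (standard error 0.41, adjusted p = 0.0055, edgeR). *Dnah5* (ENSMUSG00000022262, chr15 from 28203752 to 28472052) had 23.3 ± 12.6 CPM in whole-tissue control IP (SD, n = 3) and 106 ± 14.7 in stroma-free control IP (SD, n = 2), a Log2FC of -2.19 (standard error 0.41, adjusted p = 0.00631, edgeR). *Nrxn3* (ENSMUSG00000066392, chr12 from 88722876 to 90334935) had 193 ± 69.2 CPM in whole-tissue control IP (SD, n = 3) and 864 ± 43.0 in stroma-free control IP (SD, n = 2), a Log2FC of -2.16 (standard error 0.26, adjusted p = 0.00132, edgeR). *Otof* (ENSMUSG00000062372, chr5 from 30367062 to 30461932) had 452 ± 231 CPM in whole-tissue control IP (SD, n = 3) and 1281 ± 89.6 in stroma-free control IP (SD, n = 2), a Log2FC of -1.50 (standard error 0.35, adjusted p = 0.0138, edgeR). *Casz1* (ENSMUSG00000028977, chr4 from 148804429 to 148954889) had a Log2FC of -1.83 (standard error 0.40, adjusted p = 0.0108, edgeR). After the variance stabilizing transformation, *Nrxn3* was ranked 2, *Dync2h1* 3, *Casz1* 6 and *Dnah5* 12 on PC1 toward stroma-free IP, and *Otof* was not among the 500 genes. On log2 CPM 0 of these 5 genes were among the 500.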

The top 10 genes driving PC1 toward stroma-free, isolated sensory epithelium IPs included hair cell markers *Dync2h1*, *Dnah5*, *Nrxn3*, *Otof*, and *Casz1* (Figure 3D). Thus, the primary difference in DEGs in a comparison between these two groups reveals transcript differences between whole tissue (with stroma) and isolated sensory epithelium (without stroma). PCA separated groups based on treatment type (heat shock or control) along principal component 2 (PC2; 14.84% of the total variance). 

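PC2 held 8.24% of the variance here, 14.3% after the variance stabilizing transformation and 16.4% with all genes. Heat-shocked and control libraries were parted along PC2 by a gap of 18.1, the largest of 126 splits (exact permutation p = 0.00794). The share was 5.71% without whole-tissue heat-shocked IP replicate 4, and at most 12.1% without any other library.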

The top 10 genes driving PC2 toward heat shock included the known HSPs *Hspb1*, *Hspe1*, *Dnaja1*, *Hspd1*, and *Hsp90aa1*.

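On log2 CPM, *Hspb1* was ranked 5 and *Hsp25-ps1* 6 among the genes driving PC2 toward heat shock, and *Hspe1*, *Dnaja1*, *Hspd1* and *Hsp90aa1* were not among the 500 genes. After the variance stabilizing transformation *Hspb1* was ranked 3, *Hspe1* 10 and *Dnaja1* 22. In whole-tissue Gfi1-Cre IP after heat shock, *Hspd1* (ENSMUSG00000025980, chr1 from 55077835 to 55088243) had a Log2FC of 2.10 (standard error 0.18, adjusted p = 0.000381, edgeR).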

**Figure 4:**
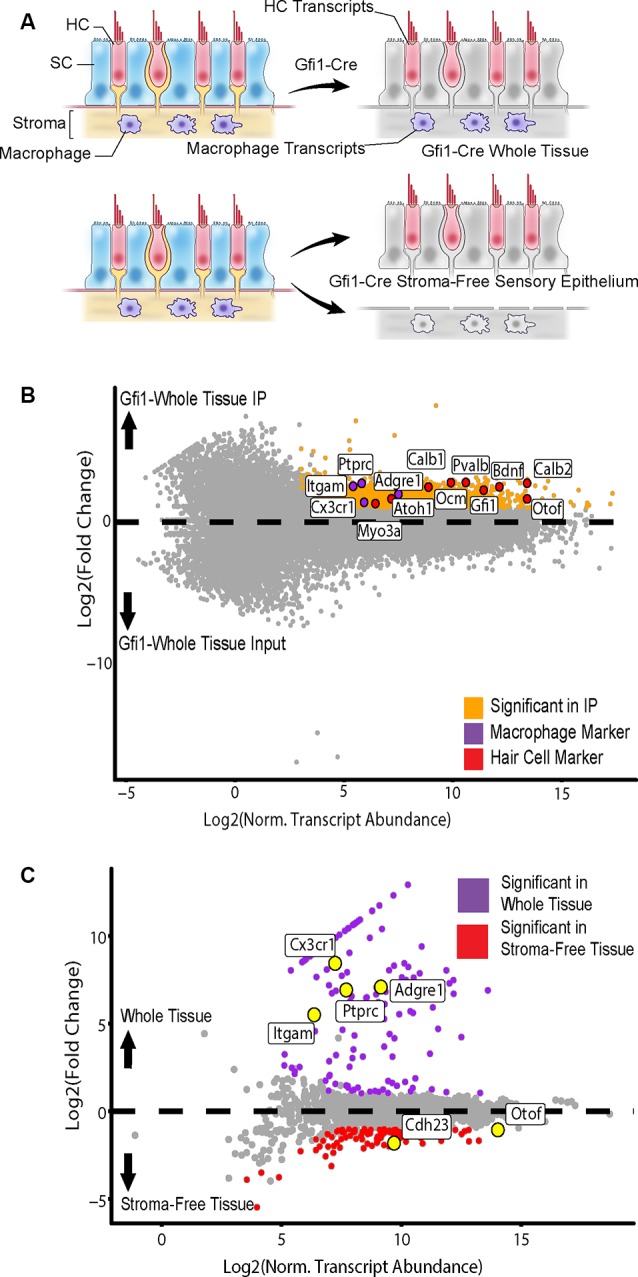
Isolation of cell type-specific transcripts from both HCs and tissue macrophages in the Gfi1-Cre RiboTag model. **(A)** Identification of macrophage-specific transcripts was achieved by comparing differentially expressed genes (DEGs) from whole utricle Gfi1-Cre RiboTag IPs (top) to those from utricles in which the stroma (containing resident macrophages) had been removed from the sensory epithelium, yielding a stroma-free isolated sensory epithelium (bottom). Shown are transcripts from HCs (red), SCs (blue), stroma (beige), and macrophages (purple). **(B)** Comparison of whole utricle Gfi1-Cre IP to input DEGs revealed enrichment for both hair cell and macrophage markers. Scatterplot shows Log_2_FC values vs. normalized transcript abundance from DEG comparison of the whole tissue Gfi1-Cre IP to the input. Markers of HC type (*Myo3a, Atoh1, Calb1, Ocm, Pvalb, Gfi1, Calb2, Bdnf, Otof*) are shown in red and labeled along with markers of tissue macrophage cell type shown in purple [*Itgam* (CD11b), *Ptprc* (CD45), *Cx3cr1*, *Adgre1* (F4/80)]. **(C)** Comparison of whole tissue (sensory epithelium plus stroma, purple) to isolated sensory epithelium (without stroma, red)DEGs revealed macrophage markers. Scatterplot shows Log_2_FC values vs. normalized transcript abundance from DEG comparison of the whole tissue Gfi1-Cre IP to the isolated sensory epithelium Gfi1-Cre. Markers of HC type (*Otof*, *Cdh23*) are labeled along with markers of tissue macrophage cell type [*Itgam* (CD11b), *Ptprc* (CD45), *Cx3cr1*, *Adgre1* (F4/80)].

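*Bdnf* (ENSMUSG00000048482, chr2 from 109674700 to 109727007) had 602 ± 126 CPM in whole-tissue control IP (SD, n = 3) and 108 ± 13.4 in input (SD, n = 3), a Log2FC of 2.48 (standard error 0.29, adjusted p = 1.48e-05, edgeR). *Calb1* (ENSMUSG00000028222, chr4 from 15881264 to 15908064) had 58.8 ± 17.4 CPM in whole-tissue control IP (SD, n = 3) and 10.6 ± 2.64 in input (SD, n = 3), a Log2FC of 2.47 (standard error 0.43, adjusted p = 0.000433, edgeR). *Otof* had 411 ± 207 CPM in whole-tissue control IP (SD, n = 3) and 133 ± 30.1 in input (SD, n = 3), a Log2FC of 1.63 (standard error 0.37, adjusted p = 0.00394, edgeR). *Gfi1* (ENSMUSG00000029275, chr5 from 107716657 to 107726036) had 318 ± 43.9 CPM in whole-tissue control IP (SD, n = 3) and 67.1 ± 12.4 in input (SD, n = 3), a Log2FC of 2.25 (standard error 0.29, adjusted p = 2.94e-05, edgeR). *Calb2* (ENSMUSG00000003657, chr8 from 110137502 to 110168210) had 844 ± 234 CPM in whole-tissue control IP (SD, n = 3) and 126 ± 16.4 in input (SD, n = 3), a Log2FC of 2.74 (standard error 0.40, adjusted p = 7.38e-05, edgeR). *Ocm* (ENSMUSG00000029618, chr5 from 144019804 to 144026670) had a Log2FC of 2.79 (standard error 0.52, adjusted p = 0.000811, edgeR). *Pvalb* (ENSMUSG00000005716, chr15 from 78191114 to 78206400) had a Log2FC of 2.81 (standard error 0.52, adjusted p = 0.000639, edgeR).
Of the macrophage genes, *Ptprc* (ENSMUSG00000026395, chr1 from 138062861 to 138175708) had 11.3 ± 4.06 CPM in whole-tissue control IP (SD, n = 3) and 1.69 ± 0.517 in input (SD, n = 3), a Log2FC of 2.74 (standard error 0.78, adjusted p = 0.0189, edgeR). *Itgam* (ENSMUSG00000030786, chr7 from 128062640 to 128118491) had 4.50 ± 0.439 CPM in whole-tissue control IP (SD, n = 3) and 0.785 ± 0.282 in input (SD, n = 3), a Log2FC of 2.52 (standard error 0.78, adjusted p = 0.0294, edgeR). *Adgre1* (ENSMUSG00000004730, chr17 from 57358691 to 57483527) had a Log2FC of 1.96 (standard error 0.54, adjusted p = 0.0147, edgeR). *Cx3cr1* (ENSMUSG00000052336, chr9 from 119901616 to 120069879) had a Log2FC of 1.40 (standard error 0.58, adjusted p = 0.112, edgeR). *Cx3cr1* was therefore not called. *Myo3a* (Log2FC 1.31) and *Atoh1* (1.64) were not called either (adjusted p = 0.0646 and 0.0741, edgeR), and DESeq2 called *Cx3cr1* and both of these.
All 18 macrophage markers named in the paper were higher in IP than in input, with a median Log2FC of 2.54 (adjusted p = 3.14e-15, limma's camera with a preset correlation of 0.01). All 13 hair cell markers were higher too, with a median of 2.25 (adjusted p = 8.44e-10, camera). Both calls held under the fry rotation test (adjusted p = 0.00249 and 0.000751), and the macrophage call was lost when camera estimated the correlation (adjusted p = 0.118). The 10 stromal fibroblast markers were all lower in IP, with a median of -1.42.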

The whole tissue IP showed enrichment for both hair cell and macrophage markers in comparison to the input (Figure 4B). 142 DEGs were enriched in the whole tissue compared to the stroma-free isolated epithelia, and 117 DEGs were enriched in the isolated epithelia compared to the whole tissue (Figure 4C). 

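With edgeR, 97 genes were higher in whole tissue (3 libraries) and 345 in stroma-free control IP (2 libraries), of 1849 tested in the IP-enriched set. At an unadjusted p under 0.05, 952 passed. DESeq2 gave 133 and 460 genes. The higher count moved most without the IP-enriched set, to 1297, and the lower count moved most with the Bonferroni correction, to 7. Without whole-tissue replicate 1, 222 genes were higher in stroma-free IP. Of the paper's 142 genes, all changed in the same direction here, 118 lay in the tested set and 91 were called. Of the paper's 117 genes, 116 were in the fit, all in the same direction, and 104 were called. Ranked by the fitted Log2FC, which rests on 0 counts in stroma-free IP, the leading rises among called genes are given as lower bounds. *Fcgr1* (ENSMUSG00000015947, chr3 from 96282909 to 96293969) was at least 329.6-fold higher (adjusted p = 7.03e-05, edgeR). *Aif1* (ENSMUSG00000024397, chr17 from 35170991 to 35176068) was at least 219.9-fold higher (adjusted p = 0.000114, edgeR). *Tpsab1* (ENSMUSG00000024173, chr17 from 25343245 to 25345562) was at least 156-fold higher (adjusted p = 0.000291, edgeR). *Il1rn* (ENSMUSG00000026981, chr2 from 24336853 to 24351494) was at least 142-fold higher (adjusted p = 0.000225, edgeR). *Cd300c2* (ENSMUSG00000044811, chr11 from 114996721 to 115001880) was at least 117-fold higher (adjusted p = 0.000291, edgeR).
The largest falls were those of the following genes. *Lgals4* (ENSMUSG00000053964, chr7 from 28833854 to 28841708) had a Log2FC of -3.58 (standard error 0.49, adjusted p = 0.00215, edgeR). *Dnah10* (ENSMUSG00000038011, chr5 from 124725085 to 124834308) had a Log2FC of -2.99 (standard error 0.87, adjusted p = 0.0295, edgeR). With each library left out in turn it lay between -3.80 and -1.04. *Miat* (ENSMUSG00000097767, chr5 from 112213228 to 112229395) had a Log2FC of -2.86 (standard error 0.44, adjusted p = 0.00286, edgeR). *Tnni3* (ENSMUSG00000035458, chr7 from 4518305 to 4524229) had a Log2FC of -2.72 (standard error 0.72, adjusted p = 0.022, edgeR). *AI480526* (ENSMUSG00000090086, chr5 from 123133723 to 123141666) had a Log2FC of -2.71 (standard error 0.46, adjusted p = 0.00419, edgeR).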

The group of 142 DEGs enriched in the whole tissue group contained 21 genes enriched in the GO annotation “inflammatory response” (ToppCluster GO annotation, FDR < 0.05, GO:0006954) and 14 genes with the GO annotation “immune system development” (FDR < 0.05, GO:0002520). These included *Ptprc* (also known as CD45), a general immune cell marker, and markers of tissue macrophage identity including *Cx3cr1*, *Itgam* (also known as CD11b), and *Adgre1* (also known as F4/80; Okano et al., 2008; Sato et al., 2010; O’Malley et al., 2016; Matern et al., 2017; Figure 4C). 

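*Ptprc* had 12.3 ± 4.27 CPM in whole tissue (SD, n = 3) and 0.145 ± 0.205 in stroma-free IP (SD, n = 2), a Log2FC of 6.30 (standard error 0.85, adjusted p = 0.0021, edgeR). With each library left out in turn it lay between 5.41 and 11.55. *Itgam* had 4.94 ± 0.563 CPM in whole tissue (SD, n = 3) and 0.164 ± 0.231 in stroma-free IP (SD, n = 2), a Log2FC of 4.93 (standard error 0.96, adjusted p = 0.00742, edgeR). *Adgre1* had 34.5 ± 7.37 CPM in whole tissue (SD, n = 3) and 0.368 ± 0.521 in stroma-free IP (SD, n = 2), a Log2FC of 6.60 (standard error 0.79, adjusted p = 0.00118, edgeR). *Cx3cr1* had 9.30 ± 0.865 CPM in whole tissue (SD, n = 3) and 0.0409 ± 0.0578 in stroma-free IP (SD, n = 2), and was at least 41.0-fold higher in whole tissue (not in the IP-enriched set, adjusted p = 0.0016 over all genes, edgeR).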

Importantly, neither of these inflammation-related GO annotations was enriched in the stroma-free isolated epithelia DEG set, which was enriched for “ear development” (FDR < 0.05, GO:0043583). Thus, isolating the sensory epithelium from the underlying stromal tissue allowed us to identify macrophage-specific transcripts in the Gfi1-Cre RiboTag IP. 

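The 18 macrophage markers named in the paper were all higher in whole-tissue than in stroma-free control IP, with a median Log2FC of 6.51 (6.41 with 2 genes at their lower bounds, 6.22 to 9.84 with 1 library left out in turn, adjusted p = 1.66e-13, camera). The 15 macrophage markers the paper does not name were also all higher, with a median of 4.94 (4.17 to 7.62 with 1 library left out in turn, adjusted p = 9.87e-11, camera). The first of these calls held under fry (adjusted p = 0.00149) and not with the correlation estimated (adjusted p = 0.216). Of 34 hair bundle genes, 3 were higher in whole tissue, with a median of -0.80 (adjusted p = 5.16e-10, camera). The paper reasons that the whole-tissue IP holds transcripts of HCs and macrophages, that removing the stroma removes the macrophages, and that the genes lost with the stroma are those of macrophages.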

In all subsequent analyses, only stroma-free isolated epithelium samples were used with the Gfi1-Cre in order to examine hair cell transcriptional responses without contamination from macrophages.

### Transcripts From the Gfi1-Cre IP Include Canonical Markers of Hair Cells, and Transcripts From the GLAST-CreER IP Include Canonical Markers of Supporting Cells

Figure 5 shows the DEGs that were enriched in the Gfi1-Cre IP (isolated epithelium) compared to the GLAST-CreER IP under control (no heat shock) conditions. 

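With edgeR, 483 genes were higher in stroma-free Gfi1-Cre control IP (2 libraries) than in GLAST-CreER control IP (2 libraries), of 2418 tested in the IP-enriched set. At an unadjusted p under 0.05, 1153 genes passed in either direction. The Bonferroni correction moved the count most, to 0, and DESeq2 raised it to 808. Leaving out a library left 1 in an arm, so no count was made without each library. Of the paper's genes higher in HCs, 683 of 685 were in the fit and all had the same direction, 571 lay in the tested set and 416 were called. Of the called genes leading by the fitted Log2FC, *Cartpt* (ENSMUSG00000021647, chr13 from 99898489 to 99901091) had 59.5 ± 14.1 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 2.32 ± 0.464 in GLAST-CreER IP (SD, n = 2), a Log2FC of 4.69 (standard error 0.40, adjusted p = 0.0101, edgeR). *Fbxo15* (ENSMUSG00000034391, chr18 from 84934782 to 84981473) was at least 40.8-fold higher (adjusted p = 0.0142, edgeR). *Fcrlb* (ENSMUSG00000070524, chr1 from 170907273 to 170912941) had a Log2FC of 4.73 (standard error 0.84, adjusted p = 0.0171, edgeR). *Slc15a5* (ENSMUSG00000044378, chr6 from 137983586 to 138079916) had a Log2FC of 4.49 (standard error 0.70, adjusted p = 0.0146, edgeR).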

685 DEGs were enriched in the hair cell-specific IP. These enriched transcripts included well-known HC markers such as *Gfi1*, *Ocm*, *Calb1*, *Calb2*, *Bdnf*, *Cdh23*, and *Otof* (Figure 5A). 

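Both IPs came from controls. *Gfi1* had 455 ± 13.9 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 122 ± 73.5 in GLAST-CreER IP (SD, n = 2), a Log2FC of 1.90 (standard error 0.45, adjusted p = 0.031, edgeR). *Bdnf* had 1054 ± 16.3 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 292 ± 151 in GLAST-CreER IP (SD, n = 2), a Log2FC of 1.85 (standard error 0.39, adjusted p = 0.0253, edgeR). *Cdh23* (ENSMUSG00000012819, chr10 from 60302748 to 60696490) had 75.8 ± 10.7 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 21.5 ± 2.49 in GLAST-CreER IP (SD, n = 2), a Log2FC of 1.82 (standard error 0.28, adjusted p = 0.0142, edgeR). *Otof* had 1267 ± 80.0 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 448 ± 113 in GLAST-CreER IP (SD, n = 2), a Log2FC of 1.50 (standard error 0.26, adjusted p = 0.0163, edgeR). *Myo7a* (ENSMUSG00000030761, chr7 from 98051060 to 98119524) had 426 ± 6.08 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 103 ± 10.9 in GLAST-CreER IP (SD, n = 2), a Log2FC of 2.05 (standard error 0.21, not in the IP-enriched set, adjusted p = 0.0215 over all genes, edgeR). The 13 hair cell markers were all higher in stroma-free Gfi1-Cre IP, with a median Log2FC of 1.90 (adjusted p = 7.77e-07, camera, and 0.0427 with fry).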

*Calb2* is preferentially expressed in Type II HCs (Desai et al., 2005) while *Ocm* is preferentially expressed in Type I HCs (Simmons et al., 2010), suggesting the transcripts of both HC subtypes were enriched. These data indicate that the Gfi1-Cre RiboTag IP is enriched for HC-specific transcripts. 

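*Calb2* had 1162 ± 11.8 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 475 ± 393 in GLAST-CreER IP (SD, n = 2), a Log2FC of 1.29 (standard error 0.60, adjusted p = 0.146, edgeR). With each library left out in turn it lay between 0.59 and 2.57. The adjusted p of *Calb2* ranged from 1.02e-05 to 1 over the alternatives (edgeR and DESeq2). *Ocm* had 164 ± 27.4 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 42.7 ± 33.1 in GLAST-CreER IP (SD, n = 2), a Log2FC of 1.94 (standard error 0.58, adjusted p = 0.0548, edgeR). Neither gene was called here, while the paper lists both among its DEGs. DESeq2, no low-count filter and all groups fitted together each called both genes.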

729 DEGs were enriched in the control GLAST-CreER IP. 

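Here 201 genes were called higher in GLAST-CreER control IP, and 305 with DESeq2. Without the IP-enriched set the count was 1030, and with the Bonferroni correction it was 3. Of the paper's 729 genes, 691 were in the fit, all in the same direction, with 359 in the tested set and 168 called. Ranked by the fitted Log2FC, which rests on counts near 0 in stroma-free Gfi1-Cre IP, the leading falls among called genes are given as bounds. *Ccl6* (ENSMUSG00000018927, chr11 from 83587882 to 83593087) was at least 186-fold lower (adjusted p = 0.041, edgeR). *Aif1* was at least 178-fold lower (adjusted p = 0.0186, edgeR). *Fcgr1* was at least 98.6-fold lower (adjusted p = 0.0157, edgeR). *Clec12a* (ENSMUSG00000053063, chr6 from 129342691 to 129365303) was at least 80.6-fold lower (adjusted p = 0.0298, edgeR). *AW112010* (ENSMUSG00000075010, chr19 from 11047612 to 11055808) was at least 55.4-fold lower (adjusted p = 0.0256, edgeR).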

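*Hey2* (ENSMUSG00000019789, chr10 from 30832359 to 30842801) had 11.2 ± 0.832 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 44.6 ± 16.6 in GLAST-CreER IP (SD, n = 2), a Log2FC of -1.99 (standard error 0.39, adjusted p = 0.0221, edgeR). *Hes1* (ENSMUSG00000022528, chr16 from 30064384 to 30067796) had 20.2 ± 7.34 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 94.3 ± 17.0 in GLAST-CreER IP (SD, n = 2), a Log2FC of -2.22 (standard error 0.36, not in the IP-enriched set, adjusted p = 0.0308 over all genes, edgeR). *Slc1a3* (ENSMUSG00000005360, chr15 from 8634124 to 8710764) had 29.5 ± 4.38 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 202 ± 5.22 in GLAST-CreER IP (SD, n = 2), a Log2FC of -2.77 (standard error 0.24, not in the IP-enriched set, adjusted p = 0.0204 over all genes, edgeR). *Gjb2* (ENSMUSG00000046352, chr14 from 57098600 to 57104702) had a Log2FC of -1.55 (standard error 0.30, not in the IP-enriched set, adjusted p = 0.0397 over all genes, edgeR). *Gjb6* (ENSMUSG00000040055, chr14 from 57123303 to 57133611) had a Log2FC of -1.74 (standard error 0.23, not in the IP-enriched set, adjusted p = 0.0247 over all genes, edgeR).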

Known markers of SCs, including *Hey2* and *Hes1* were enriched in the GLAST-CreER IP (Figure 5A). Thus, the GLAST-CreER RiboTag IP is enriched for supporting cell-specific transcripts. 

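The 7 supporting cell markers named in the paper were all lower in stroma-free Gfi1-Cre IP than in GLAST-CreER IP, with a median Log2FC of -1.99 (adjusted p = 6.09e-05, camera, and 0.0116 with fry). Of the 18 macrophage markers named in the paper, 17 were lower too, with a median of -5.74 (-5.59 with genes at their bounds, and -9.04 to -4.37 with 1 library left out in turn). Of 7 stromal fibroblast markers in the fit, 6 were lower, with a median of -3.48 that ranged from -7.99 to -3.26 with 1 library left out in turn. The paper reasons from known markers of each cell type, HC markers in the Gfi1-Cre IP and SC markers in the GLAST-CreER IP, that each IP is enriched for its cell type.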

Our data are consistent with previous RNA-Seq studies in which these markers have been reported segregating to HC and SC cell types in mouse utricle (Burns et al., 2015; Scheffer et al., 2015).

**Figure 5:**
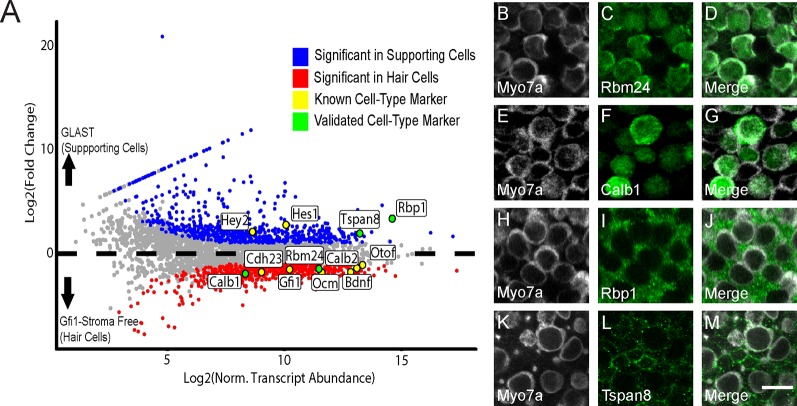
Identification of previously-known and newly-validated cell-type-specific transcripts. **(A)** Gfi1-Cre RiboTag IPs are enriched for canonical HC markers, and GLAST-CreER RiboTag IPs are enriched for SC markers. Scatterplot of Log_2_FC values vs. normalized transcript abundance from the comparison of the Gfi1-Cre IP to the GLAST-CreER IP in the control (no heat shock) condition. Some known HC and SC markers are labeled (yellow) as well as transcripts selected for validation (green). **(B–L)** Immunohistochemical staining for the four targets selected in **(A)**. *Rbm24* (green, **C**) and *Calb1* (green, **F**) staining is observed in HCs. *Myo7a* (white) was used as a known HC marker **(B,E)** with merged images **(D,G)**. *Rbp1* (green, **I**) and *Tspan8* (green, **L**) are observed in SCs.* Myo7a* (white) was used as a known HC marker **(H,K)** with merged images **(J,M)**. Images are 900 μm^2^ composites from confocal images taken at 63× magnification. Scale bar **(M)** represents 10 μm and applies to all panels.

### Hair Cell DEGs Are Enriched for Stereocilia Components, While Supporting Cell DEGs Are Enriched for Translational Machinery and Cell Adhesion

We analyzed the cell type-specific transcriptional data for functional enrichment of either biological processes or cellular components based on the gene ontology database (Supplementary Table S1). DEGs identified in the control (no heat shock) condition for both the Gfi1-Cre IP (hair cell) group (685 genes) and the GLAST-CreER IP (supporting cell) group (729 genes) were used for GO annotation analysis. Hair cell DEGs showed significant enrichment for 28 terms in the “Biological Process” category, including synapse maturation, detection of mechanical stimulus involved in the sensory perception of sound, and cilium-dependent cell motility. 

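All 34 hair bundle genes tested here were higher in stroma-free Gfi1-Cre IP than in GLAST-CreER IP in controls, with a median Log2FC of 1.61 (adjusted p = 1.55e-11, camera, and 0.0456 with fry). This list was chosen for stereocilia components such as *Tmc1*, *Pcdh15* and *Espn*, and the GO terms were not tested here.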

The enrichment for “Cellular Component” terms for the hair cell IP yielded 20 significantly overrepresented terms including GO terms for the stereocilium tip and cholinergic synapse, which in combination represent enrichment for transcripts coding for the major components of the hair cell synapse. Selected GO terms enriched in the hair cell IP are summarized in Supplementary Table S1A. 

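The 36 *Nduf* genes of mitochondrial complex I had a median Log2FC of -0.55 in stroma-free Gfi1-Cre IP over GLAST-CreER IP, with 4 higher (adjusted p = 0.0012, camera). The median ranged from -0.80 to -0.29 with 1 library left out in turn. This call was lost under the fry rotation test (adjusted p = 0.14).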

The supporting cell DEGs were significantly enriched for 22 GO annotations in the “Biological Process” category, including positive regulation of acute inflammatory response, regulation of oxidative phosphorylation, and cytoplasmic translation. Supporting cell GO enrichment in the “Cellular Component” category contained terms that included both transcripts of proteins making up the lamellipodium and plasma membrane as well as enrichment for transcripts related to polysomal translational machinery. 

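All 50 genes of the large cytosolic ribosomal subunit were higher in GLAST-CreER IP, with a median Log2FC of -1.21 for stroma-free Gfi1-Cre over GLAST-CreER IP (adjusted p = 5.55e-13, camera, and 0.0116 with fry). When camera estimated the correlation the large subunit was not called (adjusted p = 0.248). Of the 32 genes of the small subunit, 1 was lower in GLAST-CreER IP, and their median was -1.23 (adjusted p = 2.12e-09, camera).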

The selected GO terms in the supporting cell IP are summarized in Supplementary Table S1B.

### Validation of Cell Type Specificity in the RNA-Seq DEG Analysis

In addition to looking at canonical markers of HCs and SCs, we also validated several DEGs that were identified in our study. We selected two transcripts from the enriched DEG list for each IP (Gfi1-Cre and GLAST-CreER) and validated these using IHC. DEGs *Rbm24* and *Calb1* were each enriched in the Gfi1-Cre (hair cell) RiboTag IP (Figure 5A), and the protein products of these genes were specifically localized to HCs (Figures 5B–G). Both RBM24 and CALB1 immunoreactivity filled the entire HC body in agreement with previous literature (Golub et al., 2012). 

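*Rbm24* (ENSMUSG00000038132, chr13 from 46418434 to 46431095) had 384 ± 20.8 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 120.3 ± 69.8 in GLAST-CreER IP (SD, n = 2), a Log2FC of 1.67 (standard error 0.43, adjusted p = 0.0385, edgeR). *Calb1* had 48.7 ± 15.4 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 10.7 ± 1.89 in GLAST-CreER IP (SD, n = 2), a Log2FC of 2.18 (standard error 0.38, adjusted p = 0.017, edgeR).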

For SCs, *Rbp1* and *Tspan8* were DEGs that were enriched in the control GLAST-CreER IP compared to the Gfi1-Cre IP (Figure 5A). 

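*Tspan8* (ENSMUSG00000034127, chr10 from 115816832 to 115849893) had 295 ± 24.6 CPM in stroma-free Gfi1-Cre IP (SD, n = 2) and 954 ± 292 in GLAST-CreER IP (SD, n = 2), a Log2FC of -1.70 (standard error 0.28, adjusted p = 0.0163, edgeR).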

RBP1 immunoreactivity appeared throughout the cell body of the SCs (Figures 5I,J), and TSPAN8 immunoreactivity was localized to the SC cell membrane (Figures 5L,M). Validation of the predicted cell type specificity for these genes supports the cell-specific DEG identification of the RNA-Seq data.

### IPs From Control and Heat Shocked Utricles Reveal a Heat Shock Response in Both Hair Cells and Supporting Cells

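The stroma-free Gfi1-Cre comparison held 1 heat-shocked IP library and 2 control IP libraries, against the paper's 2 of each, so it had no test and no replicate check. The genotype label of that heat-shocked library reads GLAST-CreER, and it was taken as Gfi1-Cre because its title says so, Supplementary Table S3 lists it there and the methods make stroma-free epithelia from Gfi1-Cre mice. Its 25 inducible heat shock genes all rose, with a median Log2FC of 1.65, above all of 10000 random lists matched for expression. In the paired inputs the median was 1.58, and it moved to 1.37 or 1.85 without control input replicate 1 or 2.
Among the largest single rises, *Hspa1a* (ENSMUSG00000091971, chr17 from 34969190 to 34972156) had a Log2FC of 6.05. *Hspa1b* (ENSMUSG00000090877, chr17 from 34956436 to 34959238) had a Log2FC of 5.88. *Dnajb1* (ENSMUSG00000005483, chr8 from 83608193 to 83612653) had a Log2FC of 3.57. *Bag3* (ENSMUSG00000030847, chr7 from 128523616 to 128546981) had a Log2FC of 3.33.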

To examine the response to heat shock in HCs, we compared the control (no heat shock) Gfi1-Cre IP to the heat shock Gfi1-Cre IP (Figure 6A). 

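With 1 heat-shocked library the number of genes called could not be obtained for stroma-free HCs. In whole-tissue Gfi1-Cre IP, with 3 heat-shocked and 3 control libraries, 26 genes rose and 130 fell of 1280 tested in the IP-enriched set with edgeR. The number that rose moved most without the IP-enriched set, to 169, and the number that fell moved most with the Bonferroni correction, to 11. Without heat-shocked replicate 3 the number that fell was 79. The largest falls were those of the following genes. *Bcl2a1a* (ENSMUSG00000102037, chr9 from 88956900 to 88962419) had a Log2FC of -3.02 (standard error 0.57, adjusted p = 0.00946, edgeR). *Cd244a* (ENSMUSG00000004709, chr1 from 171559193 to 171609746) had a Log2FC of -2.98 (standard error 0.69, adjusted p = 0.0216, edgeR). *Ccl4* (ENSMUSG00000018930, chr11 from 83662584 to 83664683) had a Log2FC of -2.91 (standard error 0.26, adjusted p = 0.000381, edgeR). *Klf2* (ENSMUSG00000055148, chr8 from 72319033 to 72321656) had a Log2FC of -2.63 (standard error 0.38, adjusted p = 0.00409, edgeR). *Smim18* (ENSMUSG00000094500, chr8 from 33742112 to 33747770) had a Log2FC of -2.58 (standard error 0.22, adjusted p = 0.000381, edgeR). The counts of part of Supplementary Table S3 (1999 of 48,731 genes) hold 2 heat-shocked stroma-free IP libraries, and a fit to them was added after the data were seen. In it *Dnajb1* had a Log2FC of 3.83 and *Cct4* 1.15 (adjusted p = 0.00395, edgeR).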

One-hundred and eleven DEGs were identified as enriched in HCs in the heat shock condition. DEGs enriched in the heat-shocked HCs included five DEGs enriched in the GO term “unfolded protein binding” (FDR < 0.05, GO:0051082; Supplementary Table S2A). We next examined the heat shock response in SCs by comparing the control GLAST-CreER IP to the heat shock GLAST-CreER IP. 

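In GLAST-CreER IP, with 3 heat-shocked and 2 control libraries, 8 genes rose and 0 fell of 1738 tested in the IP-enriched set with edgeR, and 246 passed an unadjusted p under 0.05. With DESeq2, 68 rose and 29 fell, and fitting all 12 groups together moved the counts most, to 103 and 131. Without the low-count filter 73 rose and 71 fell. Without heat-shocked replicate 4 the number that rose was 4.
Besides *Hspe1*, *Hspb1* and *Hsp90aa1*, the genes called were the following. *Hspa1b* had a Log2FC of 6.41 (standard error 0.50, adjusted p = 0.000374, edgeR). *Hsp25-ps1* (ENSMUSG00000078915, chr13 from 45078498 to 45079127) had a Log2FC of 4.98 (standard error 0.60, adjusted p = 0.00475, edgeR). *Bag3* had a Log2FC of 3.22 (standard error 0.46, adjusted p = 0.0136, edgeR). *Hspe1-ps3* and *Hspe1-ps2*, outside the rule for naming genes and named after their values were seen, had Log2FCs of 3.21 and 3.16 (adjusted p = 0.0136 and 0.0309, edgeR). The 25 inducible heat shock genes all rose in this IP, with a median of 1.96 (adjusted p = 1.62e-27, camera).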

Seventy DEGs were identified as enriched in the heat shock condition (Figure 6B). Six DEGs were enriched for the GO term “unfolded protein binding” (FDR < 0.05; Supplementary Table S2B). Thus, both HCs and SCs demonstrated transcriptional responses to heat shock, including induction of *Hspe1* (a member of the HSP10 family), *Dnaja1* (a member of the HSP40 family), *Hsp90aa1*, and *Hsp90ab1* (members of the HSP90 family) by both cell types. However, there were also differential responses to heat shock between HCs and SCs. 

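*Hspe1* (ENSMUSG00000073676, chr1 from 55088132 to 55091307) had 1027 CPM in heat-shocked stroma-free HCs (n = 1) and 81.7 ± 5.67 in control HCs (SD, n = 2), a Log2FC of 3.65. *Dnaja1* (ENSMUSG00000028410, chr4 from 40722150 to 40737149) had 1021 CPM in heat-shocked stroma-free HCs (n = 1) and 338 ± 17.3 in control HCs (SD, n = 2), a Log2FC of 1.60. *Hsp90aa1* (ENSMUSG00000021270, chr12 from 110690605 to 110702728) had 8805 CPM in heat-shocked stroma-free HCs (n = 1) and 2576 ± 223 in control HCs (SD, n = 2), a Log2FC of 1.77. *Hsp90ab1* (ENSMUSG00000023944, chr17 from 45567775 to 45573271) had 9843 CPM in heat-shocked stroma-free HCs (n = 1) and 3503 ± 338 in control HCs (SD, n = 2), a Log2FC of 1.49.
*Hspe1* had 2449 ± 479 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 204 ± 2.31 in control IP (SD, n = 2), a Log2FC of 3.59 (standard error 0.39, adjusted p = 0.00229, edgeR). *Dnaja1* had 1088 ± 297 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 280.4 ± 2.61 in control IP (SD, n = 2), a Log2FC of 1.96 (standard error 0.38, adjusted p = 0.0667, edgeR). *Hsp90aa1* had 4655 ± 602 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 1159.9 ± 33.1 in control IP (SD, n = 2), a Log2FC of 2.00 (standard error 0.35, adjusted p = 0.0431, edgeR). *Hsp90ab1* had 7505 ± 832 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 2729.6 ± 83.9 in control IP (SD, n = 2), a Log2FC of 1.46 (standard error 0.34, adjusted p = 0.11, edgeR). *Dnaja1* and *Hsp90ab1* were not called in SCs with edgeR, and both were called with DESeq2, without the low-count filter and with all groups fitted together.
In whole-tissue Gfi1-Cre IP after heat shock (3 libraries against 3), *Hspe1* had a Log2FC of 3.52 (standard error 0.23, adjusted p = 0.00012, edgeR). *Dnaja1* had a Log2FC of 2.26 (standard error 0.18, adjusted p = 0.000381, edgeR). *Hsp90aa1* had a Log2FC of 1.66 (standard error 0.26, adjusted p = 0.00484, edgeR). *Hsp90ab1* had a Log2FC of 1.37 (standard error 0.21, adjusted p = 0.00461, edgeR).
The paper reasons that a rise of the same HSP genes in both IPs is a response of both cell types. The paper drew the 8 HSP genes of Figure 6C from its heat shock calls in a set of libraries that includes these. Their rise here is therefore no independent support. They rose in stroma-free HCs by a median Log2FC of 2.06, above all of 10000 matched random lists. They rose in SCs by a median of 1.98 (adjusted p = 4.82e-13, camera), a call that held under fry (adjusted p = 0.00113) and not with the correlation estimated (adjusted p = 0.0575).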

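*Cct8*, *Hspa1l*, *Hspb1* and *Cryab* all rose in the heat-shocked stroma-free HC library, which has no replicate and no test. In that library *Hspb1* and *Cryab* were lower in IP than in its input (log2 ratios -1.41 and -1.49), while *Hspa1l* was higher (0.49). Expression in HCs and RNA carried over from other cells therefore cannot be told apart for these genes. *Cct8* (ENSMUSG00000025613, chr16 from 87483326 to 87495873) had 902 CPM in heat-shocked stroma-free HCs (n = 1) and 409 ± 63.4 in control HCs (SD, n = 2), a Log2FC of 1.14. *Hspa1l* (ENSMUSG00000007033, chr17 from 34972703 to 34979285) had 13.6 CPM in heat-shocked stroma-free HCs (n = 1) and 0.643 ± 0.253 in control HCs (SD, n = 2), a Log2FC of 4.40. *Hspb1* (ENSMUSG00000004951, chr5 from 135887919 to 135889563) had 1061 CPM in heat-shocked stroma-free HCs (n = 1) and 33.8 ± 2.83 in control HCs (SD, n = 2), a Log2FC of 4.97. *Cryab* (ENSMUSG00000032060, chr9 from 50751325 to 50756636) had 1020.1 CPM in heat-shocked stroma-free HCs (n = 1) and 199.8 ± 0.602 in control HCs (SD, n = 2), a Log2FC of 2.35.
*Cct8* had 431 ± 95.9 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 306 ± 72.2 in control IP (SD, n = 2), a Log2FC of 0.49 (standard error 0.35, not in the IP-enriched set, adjusted p = 0.779 over all genes, edgeR). *Hspa1l* had 21.0 ± 14.2 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 0.208 ± 0.295 in control IP (SD, n = 2), a Log2FC of 6.77 (standard error 1.26, adjusted p = 0.0667, edgeR). *Hspb1* had 4372 ± 861 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 157 ± 2.63 in control IP (SD, n = 2), a Log2FC of 4.80 (standard error 0.42, adjusted p = 0.0005, edgeR). *Cryab* had 5942 ± 2039 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 1629.5 ± 153 in control IP (SD, n = 2), a Log2FC of 1.87 (standard error 0.40, adjusted p = 0.0956, edgeR). Of the 4, only *Hspb1* was called in SCs with edgeR, and *Hspa1l* and *Cryab* were called with DESeq2, without the low-count filter and with all groups fitted together.
In whole-tissue Gfi1-Cre IP after heat shock, *Hspb1* had 4345 ± 1097 CPM in heat-shocked IP (SD, n = 3) and 81.9 ± 30.3 in control IP (SD, n = 3), a Log2FC of 5.73 (standard error 0.34, adjusted p = 0.000102, edgeR). *Cct8* had 706 ± 33.6 CPM in heat-shocked IP (SD, n = 3) and 367 ± 14.4 in control IP (SD, n = 3), a Log2FC of 0.94 (standard error 0.12, not in the IP-enriched set, adjusted p = 0.0112 over all genes, edgeR). *Hspa1l* had a Log2FC of 5.19 (standard error 0.86, not in the IP-enriched set, adjusted p = 0.024 over all genes, edgeR). *Cryab* had a Log2FC of 2.33 (standard error 0.34, not in the IP-enriched set, adjusted p = 0.0183 over all genes, edgeR).
In the part of Supplementary Table S3 read here, with 2 heat-shocked HC libraries and a fit added after the data were seen, *Hspb1* had a Log2FC of 5.34 in HCs and 4.75 in SCs (adjusted p = 7.34e-05 and 1.99e-06, edgeR). *Hspa1l* had 4.53 in HCs and 7.08 in SCs (adjusted p = 0.00375 and 0.00388, edgeR).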

*Cct8* of the chaperonin gene family was enriched only in HCs, while *Hspa1l* (HSP70 family), and *Hspb1* and *Cryab* (HSP27 and HSP20 families, respectively) were enriched only in SCs (Figure 6C). In addition to HSPs, some hair cell-specific markers, including *Calb1, Calb2*, and *Otof*, were also induced by heat shock in HCs, again suggesting a cell type-specific response to heat shock. 

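*Calb1* had 77.4 CPM in heat-shocked stroma-free HCs (n = 1) and 45.1 ± 14.6 in control HCs (SD, n = 2), a Log2FC of 0.78. With each control library left out in turn it lay between 0.49 and 1.16. *Calb2* had 2469 CPM in heat-shocked stroma-free HCs (n = 1) and 1074 ± 1.99 in control HCs (SD, n = 2), a Log2FC of 1.20. *Otof* had 2539.5 CPM in heat-shocked stroma-free HCs (n = 1) and 1172 ± 83.6 in control HCs (SD, n = 2), a Log2FC of 1.12.
In heat-shocked over control GLAST-CreER IP (3 libraries against 2), *Calb1* had a Log2FC of -0.17 (standard error 0.71, not in the IP-enriched set, adjusted p = 0.977 over all genes, edgeR). *Calb2* had a Log2FC of 0.62 (standard error 0.62, adjusted p = 0.654, edgeR). *Otof* had a Log2FC of 0.92 (standard error 0.40, adjusted p = 0.336, edgeR). The Log2FC of *Calb1* in SCs was 0.26 without heat-shocked IP replicate 2.
Of the 13 hair cell markers, 8 rose and 5 fell in stroma-free HCs. Their median Log2FC was 0.48, at the 86.4 percentile of 10000 matched random lists. With 1 control library left out in turn it lay between 0.26 and 0.59. Of the 34 hair bundle genes, 24 rose and 10 fell, with a median of 0.18, at the 23.7 percentile. In the part of Supplementary Table S3, in a fit added after the data were seen, *Calb2* had a Log2FC of 1.29 in HCs and 0.68 in SCs (adjusted p = 0.000843 and 0.748, edgeR).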

Additional GO terms that were enriched in HCs following heat shock included “type 3 metabotropic glutamate receptor binding,” “nitric-oxide synthase regulator activity,” “calcium-dependent protein binding,” and “ion channel binding” (Supplementary Table S2). 

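Among transcripts other than HSPs, *Arl5c* (ENSMUSG00000038352, chr11 from 97989578 to 97996181) had 419 ± 137 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 38.5 ± 36.9 in control IP (SD, n = 2), a Log2FC of 3.44 (standard error 0.69, adjusted p = 0.0768, edgeR). *Edn1* (ENSMUSG00000021367, chr13 from 42301476 to 42307990) had 41.7 ± 23.1 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 4.92 ± 1.10 in control IP (SD, n = 2), a Log2FC of 3.09 (standard error 0.65, adjusted p = 0.0873, edgeR). *Rpph1* (ENSMUSG00000092837, chr14 from 50807449 to 50807767) had 129 ± 37.6 CPM in heat-shocked GLAST-CreER IP (SD, n = 3) and 1.20 ± 0.421 in control IP (SD, n = 2), a Log2FC of 6.71 (standard error 0.55, not in the IP-enriched set, adjusted p = 0.00181 over all genes, edgeR). *Arl5c* had 73.5 CPM in heat-shocked stroma-free HCs (n = 1) and 13.9 ± 7.56 in control HCs (SD, n = 2), a Log2FC of 2.40. *Edn1* had 15.2 CPM in heat-shocked stroma-free HCs (n = 1) and 1.57 ± 0.313 in control HCs (SD, n = 2), a Log2FC of 3.27. In HCs, *Rpph1* was at least 325-fold higher. *Arl5c* and *Edn1* were not called in SCs with edgeR and were called with DESeq2, without the low-count filter and with all groups fitted together.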

In SCs, all GO terms that were enriched after heat shock included transcripts of HSPs, though some non-HSP transcripts were enriched in SCs after heat shock. These data again support the idea that HCs have a unique and limited response to heat shock, while SCs have a more classic heat shock response.

**Figure 6:**
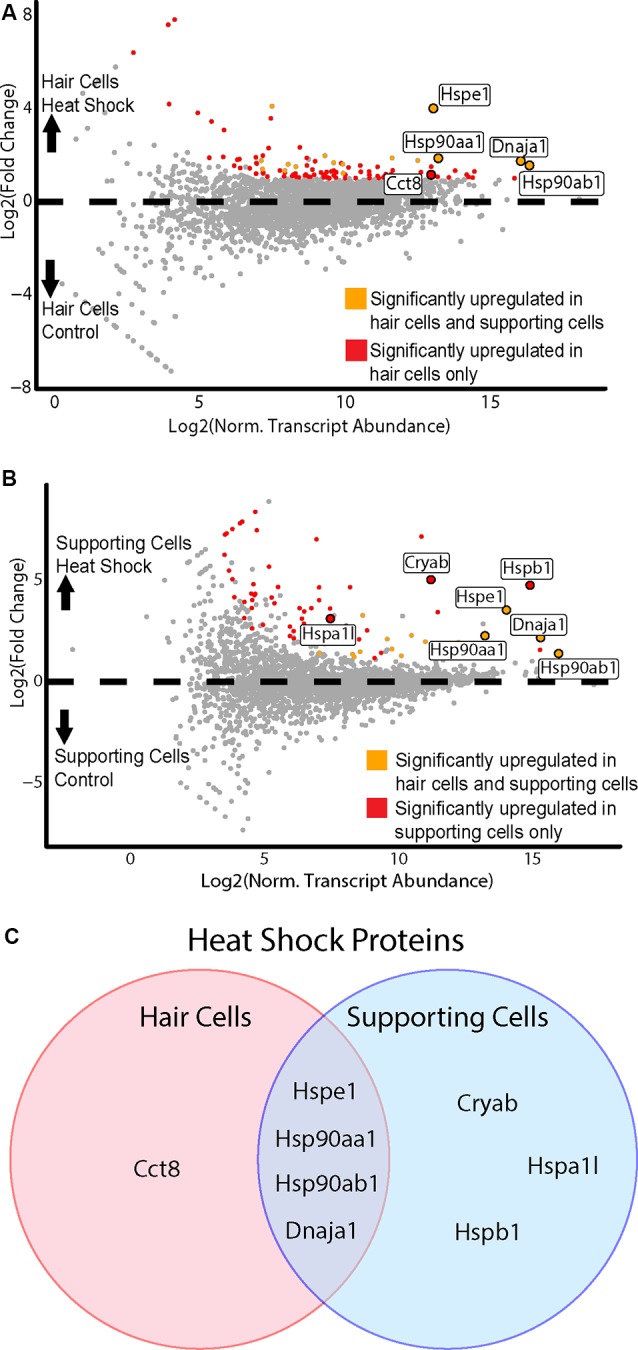
HCs and SCs demonstrate differential transcriptional responses to heat shock. **(A)** Hair cell response to heat shock. Scatterplot shows Log_2_FC values vs. normalized transcript abundance for the heat shock Gfi1-Cre IP group vs. the control Gfi1-Cre IP group. DEGs identified in both HCs and SCs are shown in orange, and DEGs identified uniquely in HCs are shown in red. Enriched HSPs are labeled and colored accordingly. **(B)** Supporting cell response to heat shock. Scatterplot shows Log_2_FC values vs. normalized transcript abundance for the heat shock GLAST-CreER IP group vs. the control GLAST-CreER IP group. DEGs identified in HCs and SCs are shown in orange, and DEGs identified uniquely in SCs are shown in red. Enriched heat shock proteins (HSPs) are labeled and colored accordingly. **(C)** Heat shock responses in HCs vs. SCs. Venn diagram illustrates the HSP transcripts significantly enriched in HCs and SCs after heat shock. Four DEGs were common between the two cell types and are members of the HSP90, HSP10, and HSP40 families. One DEG (*Cct8*) was upregulated only in HCs and is a member of the chaperonin/CCT family. Three DEGs were upregulated only in SCs (*Cryab*, *Hspa1l, Hspb1*) and are members of the HSP20, HSP70, and HSP27 families.

### Immunochemistry Confirms Induction of CCT8 in HCs and HSP27 in SCs Following Heat Shock

The chaperonin family member *Cct8* was the only heat shock transcript that was significantly enriched in heat-shocked HCs but not in heat-shocked SCs. 

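The response of *Cct8* was compared between Cre lines as the difference of its heat shock Log2FC in whole-tissue Gfi1-Cre IP and in GLAST-CreER IP. The test was added after the data were seen because stroma-free HCs had 1 heat-shocked library. Whole-tissue Gfi1-Cre IP also held macrophage transcripts, so the test does not set HCs alone against SCs. The difference was 0.40 (standard error 0.31, adjusted p = 0.61 over the 8 genes of Figure 6C, edgeR). The 9 CCT chaperonin subunits rose in whole-tissue Gfi1-Cre IP by a median of 0.84 (adjusted p = 7.38e-07, camera), a call that held with the correlation estimated (adjusted p = 0.0395). In stroma-free HCs the median was 1.08, at the 99.95 percentile of matched random lists. In GLAST-CreER IP it was 0.65 (adjusted p = 0.00232, camera), a call lost under fry (adjusted p = 0.359).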

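The heat shock Log2FC of *Hspb1* was larger in whole-tissue Gfi1-Cre IP than in GLAST-CreER IP by 0.87 (standard error 0.42, adjusted p = 0.454 over the 8 genes of Figure 6C, edgeR). The same limit applies to this difference, as macrophages were not removed.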

The *Hspb1* transcript encoding HSP27 was one of three transcripts significantly enriched in heat-shocked SCs but not in heat-shocked HCs. We examined expression of CCT8 and HSP27 in control and heat shock conditions using IHC. CCT8 immunoreactivity increased in HCs in the heat shock condition compared to the control (Figures 7A–F). CCT8 staining did not appear to be preferentially expressed in either extrastriolar or striolar regions. HSP27 immunoreactivity increased in SCs in the heat shock condition compared to the control (Figures 7G–N). These data serve as validation of the cell type-specific responses to heat shock observed in the RNA-Seq data (Figure 6C).

**Figure 7:**
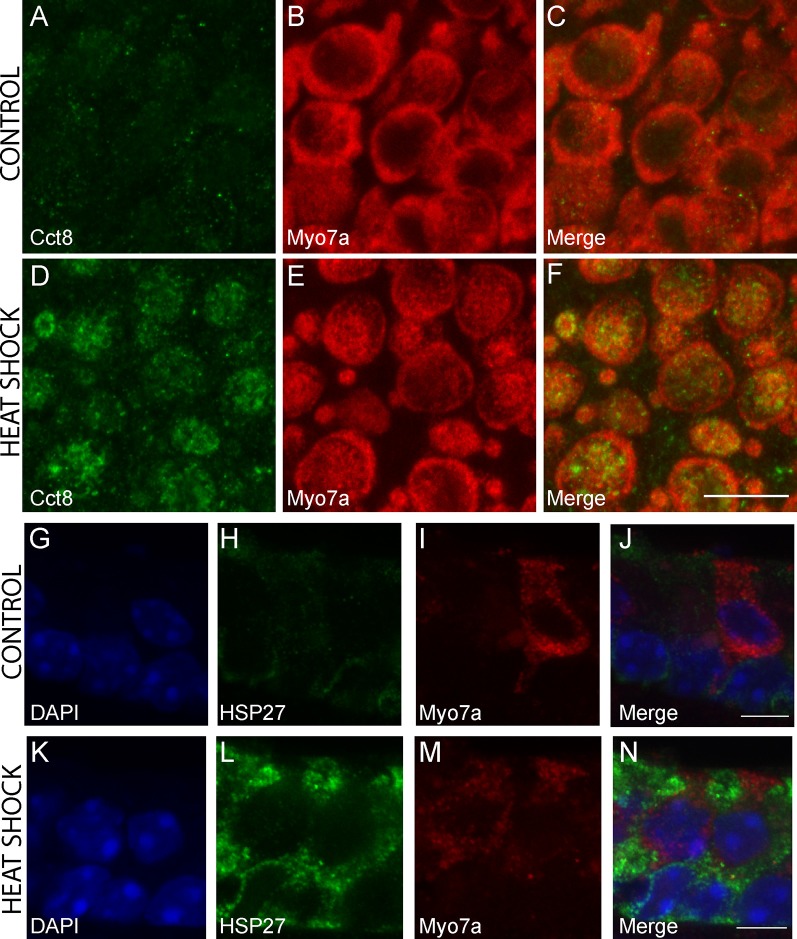
Immunohistochemical staining for cell-type-specific upregulation of HSPs after heat shock. CCT8 was the only HSP significantly upregulated in HCs but not SCs following heat shock, and HSP27 is one of three HSPs upregulated in SCs but not HCs in this study. Increased CCT8 staining (green) is observed in HCs of the heat-shocked utricle **(D–F)** as compared to the control utricle **(A–C)**. *Myo7a* was used as a hair cell marker (red; **B,E)** with merged images **(C,F)**. Images are 900 μm^2^ composites from confocal images taken at 63× magnification. Scale bar **(F)** represents 10 μm and applies to panels **(A–F)**. Increased HSP27 staining (green) is observed in SCs of the heat-shocked utricle **(K–N)** as compared to the control utricle **(G–J)**. *Myo7a* was used as a hair cell marker (red; **I,M)** and DAPI (blue) was used to visualize all nuclei **(G,K)** with merged images **(J,N)**. Images are composites taken at 63× magnification. Scale bars **(J,N)** represent 5 μm and apply to panels **(G–I)** and **(K–M)**, respectively.

## Discussion

Using the RiboTag method, we isolated cell-type specific transcripts that were being actively translated by SCs and HCs of the mature mammalian utricle. Our data agree with other cell-specific RNA-Seq (FACS single-cell RNA-Seq and proteomics) isolation methods that have been utilized in the inner ear (Burns et al., 2015; Elkon et al., 2015; Scheffer et al., 2015; Tao and Segil, 2015; Hickox et al., 2017). We validated the transcriptional enrichment observed in the RiboTag IPs using IHC to show cell type-specific localization of enriched transcripts. 

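The 24 genes of axonemal dynein and intraflagellar transport tested here had a median Log2FC of 1.11 in stroma-free Gfi1-Cre over GLAST-CreER control IP, with 22 higher (adjusted p = 1.46e-05, camera, and 0.0401 with fry).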

GO analysis of the transcripts enriched in HCs in both the “Biological Process” and “Cellular Component” categories suggest that the identified transcripts are related to the hair cell functions of mechanotransduction (e.g., components of the stereocilia bundle) and neurotransmitter release (e.g., components of synaptic vesicles, synaptic membrane, and vesicle secretion). Supporting cell DEGs were enriched for a different set of both “Biological Process” and “Cellular Component” GO annotations, including categories related to translation, inflammatory response, and cellular metabolism.

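Of the 15 macrophage markers the paper does not name, 14 were higher in GLAST-CreER than in stroma-free Gfi1-Cre control IP. The median Log2FC of the 15 was -3.64 for the latter over the former (adjusted p = 2e-06, camera, and 0.0427 with fry). With 1 library left out in turn the median ranged from -5.97 to -3.11.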

We used RiboTag to examine differential responses of HCs and SCs to protective heat shock. Our data indicate that both HCs and SCs induce one or more genes associated with the HSP families HSP10, HSP40, and HSP90 in response to heat shock. 

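In whole-tissue Gfi1-Cre IP after heat shock, the 8 HSP genes of Figure 6C rose by a median Log2FC of 2.29 and the 25 inducible heat shock genes by a median of 2.10.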

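For all genes, the difference in heat shock response between whole-tissue Gfi1-Cre IP and GLAST-CreER IP passed an adjusted p of 0.05 for 0 of 20463 genes with edgeR, and 1175 genes passed an unadjusted p under 0.05. Of the 8 genes of Figure 6C, 0 passed when adjusted over the list alone. Whole-tissue Gfi1-Cre IP held macrophage as well as HC transcripts, so these differences do not set HCs alone against SCs. The differences not given elsewhere were 0.25 for *Dnaja1*, 0.41 for *Cryab*, -0.12 for *Hspe1*, -0.40 for *Hsp90aa1*, -0.14 for *Hsp90ab1* and -1.69 for *Hspa1l*.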

HCs specifically induced CCT8 of the chaperonin family, whereas SCs specifically induced genes associated with the HSP70, HSP27, and HSP20 families after heat shock. Taken together, these data indicate that both HCs and SCs demonstrate transcriptional heat shock responses with some similarities and some cell type-specific differences. In particular, it appears SCs may have a more robust heat shock response, uniquely inducing three known HSPs associated with three different HSP families. We had previously shown that HSP70 is induced in SCs (with little induction in HCs) following heat shock using IHC (May et al., 2013). Here, we validated the induction of another HSP, HSP27, in SCs following heat shock by IHC. Compared to SCs, HCs may have a reduced heat shock response with only one heat shock family member (CCT8) detected uniquely in HCs after heat shock. We validated our finding that *Cct8* is induced in HCs following heat shock by IHC. While CCT8 was found to be specifically expressed in HCs in our study, and only after heat shock, the data regarding the expression of *Cct8* in the inner ear differ among published studies. As a group, studies which used tissue dissociation to measure cell type-specific gene expression measured high levels of *Cct8* transcripts in HCs of the auditory and vestibular systems, in both early postnatal and adult mice (Cai et al., 2015; Elkon et al., 2015; Scheffer et al., 2015; Liu et al., 2018; Ranum et al., 2019). Conversely, a study comprehensively measuring gene expression in developing and adult outer HCs using the RiboTag approach detected *Cct8* as a uniformly depleted transcript, indicating that it is not expressed in outer HCs (Chessum et al., 2018). The result of this last study, taken both with our own RiboTag results as well as our immunostaining, suggest that just as *Cct8* is induced by heat shock, it may be induced by tissue dissociation as an “acute phase” reactant. This supports the utility of the RiboTag approach in identifying cell type-specific gene expression while avoiding molecular changes induced by tissue dissociation and cell stress. CCT8 staining did not appear to be preferentially expressed in either extrastriolar or striolar regions. Without use of a type I or type II HC marker, we do not have any evidence that CCT8 expression differs between these two cell subtypes.

CCT8 is a subunit of the CCT complex, which is required for proper protein folding of both actin and tubulin (Dunn et al., 2001; Willison, 2018). In addition, CCT8 is required for assembly of the BBSome (Seo et al., 2010), a complex believed to be essential for vesicle trafficking in cilia (Klink et al., 2017). Mutations in the BBSome lead to Bardet Biedl Sydrome, a disorder caused by ciliary dysfunction. A recent study of patients with Bardet Biedl Syndrome showed abnormal DPOAEs, suggesting dysfunction of outer HCs (Esposito et al., 2017). In mammalian cells, upregulation of CCT8 specifically promotes assembly of the CCT complex without upregulation of other subunits (Noormohammadi et al., 2016). Though all CCT subunits contain heat shock elements in their promoter regions, the CCT complex has not been shown to increase following heat shock in other systems (Willison, 2018). Interestingly, ectopic expression of CCT8 in *C. elegans* led to an increase in organismal lifespan, an effect that was amplified under mild heat stress conditions (Noormohammadi et al., 2016). In summary, CCT8 is essential for actin folding and ciliary function, and our data indicate that it is uniquely induced by HCs following heat shock. Based on this finding, we suggest that HCs may be inducing HSPs that function to protect or rebuild stereocilia under heat stress conditions. These HSPs may represent potential therapeutic targets for protection of HCs under stress from noise or ototoxic drugs.

Traditionally the RiboTag method has been used to compare the enrichment of genes in the IP sample to the “input” sample (Sanz et al., 2009, 2013; De Gendt et al., 2014). The ability to directly compare IPs from different Cre lines is advantageous for studies of cell-type specific responses to stimuli. Cre models that result in incomplete or variable recombination efficiency (such as we observed with GLAST-CreER, Figure 2J) can result in missing enriched transcripts (i.e., false negative DEGs) when comparing input to IP, as low recombination efficiency can cause true signal to be covered by noise. However, a lack of comparison to the “input” can fail to properly remove noise from the analysis and result in false positive DEGs. Our approach was to directly compare IPs from different Cre lines where the genes included in the analysis were restricted to those DEGs that were significant in the IP over the “input” of the Cre driver with greater expression of that DEG (Figure 1B). This approach allowed us to directly compare IPs from different Cre lines while minimizing false positive DEGs. It is worth noting, however, that the reduced recombination efficiency in utricle SCs likely led to some supporting cell-specific transcripts not reaching the filtering requirements necessary to be included in our analysis.

The RiboTag method was employed here as a means of deriving HC and SC-specific transcriptomes, and as with any method it is worth discussing the advantages and limitations of the approach. It is important to note that in the Gfi1-Cre model, both HCs and tissue macrophages underwent Cre-mediated recombination (Matern et al., 2017), and both markers of HCs and tissue macrophages were therefore enriched in the whole-tissue Gfi1-Cre IP compared to input. Comparison of stroma-free isolated sensory epithelia IPs to whole tissue Gfi1-Cre IPs separated these markers and allowed for filtering of the macrophage-specific transcripts. Although the reliance of RiboTag on Cre lines that may undergo recombination in cell types other than the target cell type is a limitation of the RiboTag system, it may also represent a unique opportunity to discover expressed transcripts from rare and difficult-to-isolate cell populations such as tissue macrophages or other resident leukocyte-derived cells. Although this technique requires separation of the sensory epithelium from underlying stroma, it likely still results in less cellular stress than would be induced by tissue dissociation and FACS (van den Brink et al., 2017). Interestingly, even after separation of the sensory epithelium from underlying stroma, some HC markers such as *Myo7a* were not enriched in the Gfi1-Cre IP, indicating that RiboTag does not enrich for all possible cell-type specific transcripts. Similarly, two SC markers, *Gjb2* and *Gjb6*, were not enriched in the control GLAST-CreER IP, again indicating that the IP comparisons do not capture all cell-type DEGs (Figure 5A). Because the RiboTag approach results only in the collection of transcripts actively bound to ribosomes, it is possible that the transcripts associated with well-known cell-type specific proteins may not be enriched in cases where the protein is especially stable and has a low rate of turnover. Additionally, transcripts of proteins with longer half-lives may not be actively translated at all timepoints. One limitation of this study is that it captures the translatome response to heat shock in the utricle at a single timepoint, 2 h post-heat shock. This timepoint corresponds to the peak of *HSP70* mRNA expression in heat shocked utricles (Cunningham and Brandon, 2006), but there may be subtleties of the cell-type specific responses to heat shock that appear at other timepoints in the stress response. It is also worth noting that the limited efficiency of the IP, which is estimated to capture roughly 25% of the HA-tagged ribosomes from tissue lysates (Sanz et al., 2009), may prevent the enrichment of some well-known cell-type specific transcripts.

This study used the RiboTag method to obtain cell type-specific transcripts from inner ear tissues. We first characterized the specificity of the Cre mouse models in a tdTomato reporter line. We isolated transcripts from SCs and HCs and validated the methodology by showing RNA-Seq enrichment of known cell type-specific markers and IHC of novel markers. The Gene Ontology enrichment for each cell type suggests that SCs may be functionally enriched in transcripts related to translational machinery and inflammatory responses, while HCs are enriched predominately for structural transcripts related to stereocilia and mechanotransduction. We have confirmed that the Gfi1-Cre model also enriches for the tissue macrophages of the inner ear (Matern et al., 2017), and these transcripts can be revealed by comparison to IP of isolated stroma-free utricle sensory epithelium. Finally, we studied the effect of heat stress on cultured utricles and found that the heat shock response is present at the transcriptional level in both HCs and SCs, but there are differences between the responses of the two cell types. Our data suggest that induction of *Hspa1l*, *Hspb1*, and *Cryab*, associated with the HSP70, HSP27, and HSP20 families, respectively, was restricted to SCs following heat shock, while HCs show unique induction of CCT8 of the chaperonin family. One interpretation of these data is that the hair cell response to heat stress is limited and focused on maintenance of stereocilia, while SCs display a more robust and classical heat shock response. Additional transcripts that are induced by heat shock but do not encode classical HSPs (*Snap25*, *Calm1*, *Calm2*, *Calm3*, *Hnrnpm* in HCs; *Rpph1*, *Arl5c*, *Edn1* in SCs) may provide insight into the full range of responses in both HCs and SCs. The proteins encoded by these additional transcripts may modulate the protection provided by classical HSPs and may therefore represent additional critical elements of the cell type-specific responses to heat shock.

## Data Availability Statement

The datasets generated and analyzed for this study can be found in the GEO (GSE139593) and gEAR (https://umgear.org/p?s=0cde9c63) databases. Raw counts files and differential expression results are also available as part of the Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by National Institute on Deafness and Other Communication Disorders.

## Author Contributions

ES, MR, LM, and NW performed experiments. ES, MR, and LC wrote the manuscript. DM, EB, and RM prepared libraries, performed RNA sequencing and provided bioinformatic guidance. RH and LC conceived of the project, guided data analyses, and critiqued the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Cell-Specific Transcriptional Responses to Heat Shock in the Mouse Utricle Epithelium
**Source:** Front Cell Neurosci. 2020 May 15;14:123. doi: 10.3389/fncel.2020.00123
**Supplement:** Supplementary file 6

Supplementary Material

# Supplementary Data Legends

## Supplementary Table 1

**Supplementary Table 1.** Selected GO terms for Gfi1-Cre and GLAST-CreER IP enrichment comparisons. **A**) Sample of significantly overrepresented ‘Biological Process’ and ‘Cellular Component’ GO terms returned using PANTHER on the 685 DEGs selected from the Gfi1-Cre IP (HC) enrichment compared to GLAST-CreER IP (SC). The name of the GO term and its accession number, the number of genes in each GO term, the fold of overrepresentation of DEGs in that GO term from the PANTHER query, and the FDR are shown in each column. **B**) Sample of significantly overrepresented ‘Biological Process’ and ‘Cellular Component’ Go terms returned using PANTHER on the 729 DEGs selected from the GLAST-CreER IP enrichment compared to Gfi1-Cre IP.

## Supplementary Table 2

**Supplementary Table 2.** Selected GO terms for Gfi1-Cre and GLAST-CreER IP enrichment comparisons post-heat shock. **A**) Sample of significantly overrepresented ‘Molecular Function’ GO terms returned using PANTHER on the 111 DEGs selected from the Gfi1-Cre IP (HC) enrichment post-heat shock compared to Gfi1-Cre IP without heat shock. The name of the GO term and its accession number, the number of genes in each GO term, the fold of overrepresentation of DEGs in that GO term from the PANTHER query, and the FDR are shown in each column. **B**) Sample of significantly overrepresented ‘Biological Process’ and ‘Cellular Component’ Go terms returned using PANTHER on the 70 DEGs selected using the stringent cutoff criteria from the GLAST-CreER IP (SC) enrichment post-heat shock compared to GLAST-CreER IP without heat shock.

## Supplementary Table 3

**Supplementary Table 3.** The full raw count file used for differential expression analyses in this study.

## Supplementary Table 4

**Supplementary Table 4.** Results of the differential expression comparison between input and immunoprecipitate (IP) for each experimental condition. Experimental conditions include Gfi1-Cre in stroma-free isolated sensory epithelium (sfHC) in control (co) and in heat shock (hs), Gfi1-Cre in whole-tissue utricle (wtHC) in co and in hs, and GLAST-CreER in whole tissue utricle (SC) in co and in hs.

## Supplementary Table 5

**Supplementary Tables 5.** Results of the differential expression comparisons between sfHC-co and wtHC-co (**A**), sfHC-co and SC-co (**B**), sfHC-co and sfHC-hs (**C**), SC-co and SC-hs (**D**), and wtHC-co and wtHC-hs (**E**). Each results sheet includes two additional tabs listing only the genes found to be expressed significantly more in each of the conditions.

How the deposited data were processed for this re-analysis (not part of the article)

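The libraries measured RNA from cultured mouse utricles of RiboTag mice, as anti-HA IP and input of the same lysate, in Gfi1-Cre whole tissue, Gfi1-Cre stroma-free sensory epithelium and GLAST-CreER whole tissue, each with and without heat shock. The authors counted reads on genes without strand with STAR 2.5.2 on GRCm38 with the Gencode vM11 annotation, and the authors' gene counts were used as deposited, as whole numbers of reads without normalization. The count table held 48724 gene entries, 15 of them transgenes, and 99 spike-in entries. Spike-in reads made up 0.0047% to 2.78% of reads, and 31.6% to 58.7% of reads were not assigned to a gene. Counting error alone allows a share of 3 reads of the total where a count was 0, and it does not cover variation between utricles.

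Libraries with fewer than 100000 reads on genes were left out, which removed 6 of 34 files. The heat-shocked stroma-free group then held 1 IP and 1 input library and was described without a test. The genotype label of its IP library conflicts with its title, and it was taken as Gfi1-Cre. Genes were kept where filterByExpr of edgeR passed them for the groups in the fit. Counts were scaled by TMM, and groups were compared with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) with Benjamini-Hochberg adjustment, at an adjusted p of 0.05 and a change of at least 2-fold. The paper used DESeq2 and states a Bonferroni correction for IP over input and for the comparisons between IPs. In the full sheet of its Supplementary Table S5, whole tissue against stroma-free IP, the adjusted p values are those of Benjamini-Hochberg, and the 142 and 117 genes are those at 0.05 and 2-fold, so Benjamini-Hochberg was the main setting. Comparisons between IPs were tested only in genes enriched in IP over input of the group with the higher mean, and the adjustment was made over those genes. The standard error of a Log2FC was taken as its size divided by the square root of F. Where a group had 1 library, Log2FCs came from a fit with the dispersion fixed at 0.05. Where every library of a group had at most 3 counts for a gene, the fold change is given as a lower bound.

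Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with fry, and with camera estimating the correlation, with adjustment over the 13 lists within each comparison. Over all 143 list and comparison pairs, camera called 93, fry 55 and camera with the estimated correlation 3. In comparisons without a test, the median of a list was ranked among 10000 random lists of equal size matched for mean expression. The lists, apart from the macrophage, hair cell and supporting cell markers named in the paper and the genes of Figure 6C, were chosen from general knowledge, and the GO database behind the paper's terms was not used here. Principal components were computed on log2 CPM of the 500 most variable genes.

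The genes named were those the paper names and, for each comparison and direction, the 5 with the largest change among called genes with a mean count of at least 50 in the higher group and every library of one group above every library of the other. Some of the genes this rule gives are not reported here. The comparisons, the thresholds, the gene lists, the rule for naming genes and the alternatives in the closing section were set before the data were examined. The alternatives were DESeq2 1.42.0, the Bonferroni correction, no low-count filter, all 12 groups in 1 fit, no restriction to IP-enriched genes, the authors' list of enriched genes, each library left out, and the replicate number as a block. Fits to the part of Supplementary Table S3, the interaction with whole-tissue Gfi1-Cre IP, the correction for transcript length and the lists of zinc finger and B cell genes were added after the data were seen.

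IP and input of a replicate share a lysate and could be paired, and heat-shocked and control utricles share only a replicate number. The block was therefore an alternative and not the first choice. The pipeline was tested on simulated data with known changes in 200 genes. All simulated changes were larger than the 2-fold threshold, in genes above a floor of expected counts, with the spread of whole-tissue Gfi1-Cre control IP. Replicates of that group had correlations of 0.915 to 0.930, against 0.810 to 0.856 in GLAST-CreER IP. The numbers recovered therefore do not give the power for smaller changes or for GLAST-CreER IP. edgeR recovered 180 with 2 libraries against 2, 193 with 3 against 2 and 194 with 3 against 3, with 12, 14 and 9 false calls. DESeq2 recovered 187, 191 and 199, with 21, 34 and 27 false calls. With no change simulated, the path through the IP-enriched set gave 0 calls. Scripts were run with Python 3.11.15 and R. No sample in a group of 1 to 3 libraries was tested for lying far from the others.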

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

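The tests of carry-over, of both label exchanges of the near-empty files, of the reagents, of a divergent library, of fewer macrophages and of transcript length among the genes that fell in GLAST-CreER input were chosen only after the result was seen. For the other tests the prediction was written before their result was seen.

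Among the 3 groups of 4 files that could be tested, each held a sample far from the others in its number of reads on genes. These were GLAST-CreER control input replicate 4 with 405 reads, heat-shocked input replicate 1 with 473 reads and heat-shocked IP replicate 1 with 912 reads. The rule was applied to the log10 of the reads and not to the reads themselves. On that scale their gaps to the nearest other file, divided by the range of the group, were 0.972, 0.969 and 0.961. These lay above Dixon's 95% critical value for 4 samples. By chance this rule picks about 1 in 20 groups, so 3 of 3 is above what chance gives. In the part of Supplementary Table S3 read here these 3 libraries held 1585901 to 2721727 reads over 1999 genes, where the files held 45 to 154. A label exchanged with a full library is unlikely, since all 28 full files held the counts of their own label in that table. A mislabelled sample among the 6 near-empty files could not be decided: the reads of 1 of the 6 were better described by the libraries of their own fraction, IP or input. Exchanged labels and stray reads of other libraries cannot be told apart, because each file holds 405 to 949 reads. No biological explanation was tested.

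A signal appeared in input libraries, data the paper did not analyse for heat shock. After heat shock, 486 genes rose and 1240 fell in GLAST-CreER input, while 11 rose in whole-tissue Gfi1-Cre input. A single divergent Gfi1-Cre control library could account for the difference in number: without control input replicate 1, 1168 genes were called in the Gfi1-Cre input. Of the GLAST-CreER calls, 98.1% had the same direction in that fit, against 90.4% with all libraries. The depth of sequencing argues against, as the Gfi1-Cre inputs were 2.74 times deeper by the median. The difference between the inputs was itself tested and passed an adjusted p of 0.05 for 0 of 18453 genes, with 425 at an unadjusted p under 0.05. Of the explanations tested, only the technical one of a divergent library fitted. No biological explanation was tested.

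Part of the genes that fell in GLAST-CreER input could reflect transcript length. After the trend of each library with transcript length was removed, 597 of the 1240 genes were still called lower, and the rank correlation of the change with length was -0.573 before. Genes called lower had a median length of 4392 and genes called higher 885. A technical effect of length fitted for the genes that were lost, and did not account for those that stayed.

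The 344 zinc finger genes with symbols beginning Zfp, which the paper does not discuss, fell in GLAST-CreER input after heat shock with a median Log2FC of -0.90. An effect of the GLAST-CreER input libraries alone is unlikely, since the median was -0.75 in whole-tissue Gfi1-Cre input. Transcript length is also unlikely to account for it, since the median was -0.70 after the length trend was removed. With both technical explanations weakened, a fall of short-lived transcripts during the heat shock is a hypothesis only, and it was not tested.

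Heat shock in whole-tissue Gfi1-Cre IP is compared in the paper's Supplementary Table S5. The paper's text describes heat shock in these libraries through its PCAs and does not discuss that comparison. Here the 15 macrophage markers the paper does not name fell by a median Log2FC of -1.56, a signal in genes the paper did not analyse. A loss of macrophages from the heat-shocked tissue is unlikely, since the same markers had a median of 0.11 in the input. Transcript length is unlikely to account for it, since the rank correlation of the change with length was -0.0315 in whole-tissue Gfi1-Cre IP. The median was -1.51 after the length trend was removed, which is no further test because there was little trend to remove. In GLAST-CreER IP after heat shock the markers the paper does not name had a median of -1.34, with 4 of 15 higher, against 0.33 in its input. Those it names had a median of -1.69, with 0 of 18 higher, against 0.62 in its input. A lower share of macrophage transcripts on tagged ribosomes after heat shock is a biological hypothesis that was not tested.

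*Ighg1* and *Gm43414*, which the paper does not discuss, were present in every IP library and near absent from input, a signal in data the paper did not analyse. *Ighg1* reached 318 counts in an IP library and at most 1 in input, and *Gm43414* reached 2775 and at most 3. The beta-lactamase entry was less clear, with 0 to 129 counts in IP (median 41.5) and 0 to 31 in input (median 0.5). RNA or DNA brought in with the IP reagents could be the source: then *Ighg1* would rise with the spike-in share, a measure of low RNA, and the correlation was 0.449 over 14 IP libraries. It was 0.345 without the 2 most extreme libraries. For *Gm43414* it was 0.357, and 0.0476 without the 2 most extreme, and for the beta-lactamase entry it was 0.0293. Within the 6 whole-tissue Gfi1-Cre IP libraries it was 0.695 for *Ighg1*, 0.834 for the beta-lactamase entry and -0.533 for *Gm43414*. The correlations of the 3 entries gave little support to the reagents over all libraries and divided within these 6. The reagents and other sources therefore cannot be told apart with 14 libraries. B cells or plasma cells in the tissue and other sources cannot be told apart either. Of 45 tests of their genes 1 called IP enrichment, that of *Mzb1*, a gene singled out after its values were seen. The 10 genes lay near the floor, with medians of 0 to 1.95 CPM in IP, so few could be called. Their median Log2FC was 1.94 in whole-tissue Gfi1-Cre controls, 0.95 after heat shock there and 0.57 in GLAST-CreER controls. It was 0 in stroma-free controls and in heat-shocked GLAST-CreER utricles. *Ighg1* itself had a Log2FC of 10.4 in GLAST-CreER controls and 11.1 after heat shock, against 6.80 in whole-tissue Gfi1-Cre controls.

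Macrophage markers were higher in whole-tissue than in stroma-free Gfi1-Cre IP. A difference between sequencing runs is unlikely, since the markers the paper does not name had a median Log2FC of 4.71 between GLAST-CreER and stroma-free inputs of 1 run. Cells removed together with the stroma could account for it, since the stromal fibroblast markers differed by 4.47 between the inputs. Macrophage markers were also higher in GLAST-CreER than in stroma-free Gfi1-Cre IP, where stroma kept in the tissue could be the source. In GLAST-CreER IP over input the markers the paper does not name had a median of 0.761 with 11 of 15 higher, and those it names had a median of 2.51 with 17 of 18 higher, while the 10 stromal fibroblast markers were all lower, with a median of -1.50. In the fit to the 2 groups, with 1 library left out in turn, the median of the named markers ranged from 0.72 to 3.18, that of the others from 0.0687 to 1.36 and that of the fibroblast markers from -2.94 to -0.81. A rise of macrophage markers over input would go against stroma alone, but the call of the named markers with camera (adjusted p = 0.000194) was lost under fry (adjusted p = 0.135). In heat-shocked GLAST-CreER IP over input, with 3 IP libraries, the named markers had a median of 0.06 with 10 of 18 higher. The others had a median of -0.22 with 4 of 15 higher. Stroma kept in the tissue and macrophages that recombined therefore cannot be told apart. The tests divide, the medians moved with single libraries and differed between control and heat shock, and the control group held 2 IP libraries.

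Ribosomal protein genes were higher in GLAST-CreER than in stroma-free Gfi1-Cre IP. Transcript length is unlikely to account for it, since the median Log2FC of the large subunit was -0.98 after the length trend was removed. Peeling of the epithelium is unlikely to be the whole cause, since the median was still -0.50 for whole-tissue Gfi1-Cre over GLAST-CreER IP, with 0 of 51 genes higher. It could account for part, since all 50 genes were higher in whole-tissue than in stroma-free Gfi1-Cre IP, with a median of 0.65. Genes with long transcripts were higher in stroma-free than in whole-tissue IP, and 265 genes were called higher in stroma-free IP after the length trend was removed, with 220 of the 345 called before among them, so length is unlikely to account for the whole difference.

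The paper's call of *Cct8* in HCs and not in SCs could come from the restriction to IP-enriched genes. Here *Cct8* rose by less than 2-fold in SCs, so it would not have been called there without the restriction either. Its adjusted p of 0.779 over all genes with edgeR decides nothing, since that fit called 8 genes. Whether the restriction mattered in the paper's own fit was not tested. The rise of *Hspb1*, *Cryab* and *Hspa1l* in Gfi1-Cre IP could come from lysate RNA carried over from other cells. Their median percentile among SC-specific genes for IP over input was 84.0. *Hspb1* was at 14.1 in the stroma-free pair and at 97.2 and 96.1 in the whole-tissue pairs. *Cryab* was at 11.7 in the stroma-free pair and at 80.1 and 75.1 in the whole-tissue pairs. *Hspa1l* was at 84.0 in the stroma-free pair and at 95.0 and 91.7 in the whole-tissue pairs. Carry-over and expression in HCs cannot be told apart, because the pairs differ for *Hspb1* and *Cryab*, *Hspa1l* lay high in every pair and 1 stroma-free pair was used.

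Other splits of the libraries were counted in 4 comparisons. In each, 1 of the 10 splits gave as many calls, the actual grouping itself. The smallest share possible was 0.1, so this count could not have passed 0.05. For IP over input, the actual grouping gave 2660 calls in whole-tissue Gfi1-Cre controls and 3247 in heat-shocked GLAST-CreER utricles, and the other splits gave at most 309 and 0. For heat shock it gave 156 calls in whole-tissue Gfi1-Cre IP and 1726 in GLAST-CreER input, and the other splits gave at most 0 in both.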

How the results depend on the processing

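The fits to Supplementary Table S3, the interaction with whole-tissue Gfi1-Cre IP, the fits without the block to the same libraries and the length correction were chosen only after the result was seen.

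The Bonferroni correction, which is stricter by construction, lowered the genes enriched in IP over input to 94 in stroma-free controls, 162 and 29 in whole-tissue Gfi1-Cre control and heat shock, and 23 and 71 in GLAST-CreER control and heat shock. It left 45 genes higher and 7 lower in whole tissue over stroma-free IP, 0 higher and 3 lower in stroma-free Gfi1-Cre over GLAST-CreER IP, and 4 higher after heat shock in GLAST-CreER IP. After heat shock it left 9 higher and 11 lower in whole-tissue Gfi1-Cre IP, 4 higher in its input, and 22 higher and 20 lower in GLAST-CreER input.

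DESeq2 gave 808 higher and 305 lower in stroma-free Gfi1-Cre over GLAST-CreER IP, 68 higher and 29 lower after heat shock in GLAST-CreER IP, 41 higher in whole-tissue Gfi1-Cre IP, and 84 higher and 301 lower in its input. Without the low-count filter the first of these was 739 higher, and the counts after heat shock were 73 and 71 in GLAST-CreER IP and 87 and 129 in whole-tissue Gfi1-Cre input. Fitting all 12 groups together gave 305 lower in stroma-free Gfi1-Cre over GLAST-CreER IP, and 103 and 131 after heat shock in GLAST-CreER IP. Without the restriction to IP-enriched genes, 1297 were higher and 544 lower in whole tissue over stroma-free IP, 1030 lower in stroma-free Gfi1-Cre over GLAST-CreER IP, and 169 higher and 238 lower after heat shock in whole-tissue Gfi1-Cre IP. Using only the IP and input of heat-shocked GLAST-CreER utricles gave 917 enriched genes. The cause was not tested.

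With the replicate pair as a block, 746 genes were enriched in heat-shocked GLAST-CreER IP, against 917 in the same libraries without the block. The block gave 1174 in GLAST-CreER control, against 862 in the same libraries without it, and 861 against 596 in heat-shocked whole-tissue Gfi1-Cre IP. In whole-tissue Gfi1-Cre input after heat shock the block gave 379 higher and 1140 lower, against 217 and 951 without it in the same libraries, so the libraries left out and not the block moved most of the count.

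PC shares moved with the variance stabilizing transformation to 52.7% and 20.7% in whole tissue and to 14.3% for PC2 in Gfi1-Cre IP. With all genes they were 26.1% for PC1 in whole tissue, and 39.6% and 16.4% in Gfi1-Cre IP. The cause was not tested. Of 143 list and comparison pairs, 93 passed with camera, 55 with fry and 3 with the correlation estimated.

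Leaving out each library in turn gave 746 to 1598 enriched genes in whole-tissue Gfi1-Cre control, 444 to 818 in heat shock, 929 to 1350 in GLAST-CreER control and 879 to 1819 in GLAST-CreER heat shock. It gave 222 to 492 genes lower in whole tissue than stroma-free IP, 4 to 8 higher after heat shock in GLAST-CreER IP, and 79 to 152 lower in whole-tissue Gfi1-Cre IP. In whole-tissue Gfi1-Cre input it gave 3 to 217 higher and 0 to 951 lower, and in GLAST-CreER input 159 to 896 higher and 739 to 1430 lower. The median of the inducible genes in stroma-free input lay between 1.37 and 1.85. PC1 and PC2 held 37.3% to 48.3% and 14.0% to 19.8% in whole tissue, and 75.6% to 85.0% and 5.71% to 12.1% in Gfi1-Cre IP. The cause was not tested.

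Of single genes, *Calb1* after heat shock in GLAST-CreER IP ranged from -0.68 to 0.26 over the left-out libraries. In the interaction with whole-tissue Gfi1-Cre IP, *Hspe1* ranged from -0.36 to 0.0645, *Hsp90ab1* from -0.31 to 0.13 and *Hspa1l* from -6.98 to 0.28. These crossed 0, and none was past the threshold before. The cause was not tested. Among all values of named genes, 585 of 701 were the same under the alternatives, 58 weaker, 47 stronger and 11 moved. With a library left out, 569 of 653 were the same, 18 weaker, 2 stronger and 59 moved, and 5 values of the 4 genes above changed sign in fits with a test. In fits without a test, values near 0 of *Calb1*, *Calb2*, *Hspe1* and *Hsp90ab1* also changed sign, such as *Calb1* at 0.0481 without GLAST-CreER control IP replicate 2. Of gene list tests 216 of 351 were the same, 132 weaker and 3 stronger. Of counts, medians and shares, 73 of 124 were the same and 51 moved, and with a library left out 87 of 122 were the same and 35 moved.

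The Bonferroni correction and the block were not run for the stroma-free heat shock comparisons and for the interaction set beforehand, since 1 heat-shocked library gives no test. The block was not run for heat shock in GLAST-CreER IP. No paired analysis was possible because heat-shocked and control IP there share 1 replicate number. Leaving out a library where that left 1 in an arm gave no count, which held for stroma-free control IP over input, for stroma-free Gfi1-Cre over GLAST-CreER IP and for heat shock in part of the groups.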

Differences from the paper's values

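No test in this part was chosen only after the result was seen, apart from settings marked as such. A gap counts as closed here where a value came within 1.5-fold of the paper's.

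In Gfi1-Cre IP, PC2 held 8.24% of the variance against the paper's 14.84%, and the legend gives the paper's value as 25.81%. Of the alternatives set before the data were examined, the variance stabilizing transformation (14.3%) and all genes (16.4%) closed the gap to the text's value and did not close the gap to the legend's. Leaving out 1 stroma-free library in turn, which was chosen after seeing the values, gave 12.1%, 10.5% and 10.7%, within 1.5-fold of the text's value. In whole-tissue IP the shares were 41.4% and 15.2% against the paper's 54% and 19.87%, and the variance stabilizing transformation gave 52.7% and 20.7%. That transformation also gave a sum of 73.5% against the paper's 73.87%.

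Genes higher in stroma-free than in whole-tissue IP numbered 345 against the paper's 117. No alternative closed the gap: the Bonferroni correction gave 7, DESeq2 460, no low-count filter 333, all 12 groups together 270, no restriction to IP-enriched genes 544, and leaving out a library 222 to 492.

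Genes higher in GLAST-CreER than in stroma-free Gfi1-Cre control IP numbered 201 against the paper's 729. Without the restriction to IP-enriched genes the count was 1030, which closed the gap in number. Of the paper's 729 genes, 172 were among these 1030, against 168 with the restriction and 249 with DESeq2. DESeq2 (305), no low-count filter (294), all 12 groups together (305), the Bonferroni correction (3) and the replicate block (192) did not.

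Genes enriched in control GLAST-CreER IP numbered 1651 against the paper's about 2600 in Fig. 1B, read by eye. DESeq2 (1953), no low-count filter (1903) and only this group's IP and input (1963) closed the gap by that measure and stayed below the paper's value. The Bonferroni correction (23), the replicate block (1174) and leaving out a library (929 to 1350) did not.

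Genes higher after heat shock in GLAST-CreER IP numbered 8 against the paper's 70. DESeq2 (68), no low-count filter (73) and all 12 groups together (103) closed the gap. The Bonferroni correction (4), no restriction to IP-enriched genes (8), the authors' list (7) and leaving out a library (4 to 8) did not.

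The paper's 111 genes enriched in heat-shocked HCs had no counterpart here, since 1 heat-shocked stroma-free library was used.

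The paper names *Calb2* and *Ocm* among genes higher in the HC IP, and neither was called here with edgeR. DESeq2, no low-count filter and all 12 groups together called both, and the replicate block called *Ocm*. The paper names *Cx3cr1* among the genes higher in whole tissue, and *Hes1* among those higher in the GLAST-CreER IP. Here both had the same direction and were outside the IP-enriched set. Without that restriction both were called, and DESeq2 called *Cx3cr1*. The paper names *Dnaja1*, *Hsp90ab1*, *Hspa1l* and *Cryab* as induced in SCs, and edgeR called none of these. DESeq2, no low-count filter and all 12 groups together each called all of them, and a fit to the part of Supplementary Table S3, chosen after seeing the values, called *Hspa1l*. The paper states that *Hspa1l*, *Hspb1* and *Cryab* were enriched only in SCs. In stroma-free Gfi1-Cre IP all of these rose here, by Log2FCs of 4.40, 4.97 and 2.35, without a test. Carry-over of RNA from other cells was not excluded. In the part of Supplementary Table S3, in a fit chosen after seeing the values, *Hspb1* and *Hspa1l* passed the threshold in HCs. The top drivers of the PCs named in the paper were mostly absent on log2 CPM, and the variance stabilizing transformation placed more of them among the 10 strongest.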

Other observations

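No test in this part was chosen only after the result was seen.

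The share of reads in the 50 genes with the highest counts was 19.9% in whole-tissue Gfi1-Cre control input replicate 1. *Ighg1* had 0 to 1 counts in every input and 3 to 318 in every IP. *Gm43414* had 34 to 2775 in IP and 0 to 3 in input.

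In whole-tissue Gfi1-Cre input after heat shock, 2014 genes passed an unadjusted p under 0.05, while 0 genes were called lower with edgeR. The largest rises there were those of *Hspa1a* (6.89), *Hspa1b* (6.74), *Rpph1* (5.58), *Dnajb1* (5.02) and *Hspa1l* (4.45). In GLAST-CreER input they were those of *Hspa1a* (6.80), *Hspa1b* (6.78), *Rpph1* (6.49) and *Dnajb1* (5.08), with *Gm26035* at least 24.0-fold higher. The largest falls there were those of *Cbx2* (-2.92), *Ccnj* (-2.90), *Zfp763* (-2.89), *Atoh1* (-2.74) and *Zfp229* (-2.72).

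The residuals of IP and input of a replicate number had correlations from -0.010 to 0.240 in the whole-tissue Gfi1-Cre control pairs.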
